# Identification of nuclear export inhibitor-based combination therapies in preclinical models of triple-negative breast cancer

**DOI:** 10.1016/j.tranon.2021.101235

**Published:** 2021-10-07

**Authors:** Narmeen S. Rashid, Nicole S. Hairr, Graeme Murray, Amy L. Olex, Tess J. Leftwich, Jacqueline M. Grible, Jason Reed, Mikhail G. Dozmorov, J. Chuck Harrell

**Keywords:** Breast cancer, TNBC, KPT-330, GSK2126458, XPO1

## Abstract

An estimated 284,000 Americans will be diagnosed with breast cancer in 2021. Of these individuals, 15–20% have basal-like triple-negative breast cancer (TNBC), which is known to be highly metastatic. Chemotherapy is standard of care for TNBC patients, but chemoresistance is a common clinical problem. There is currently a lack of alternative, targeted treatment strategies for TNBC; this study sought to identify novel therapeutic combinations to treat basal-like TNBCs. For these studies, four human basal-like TNBC cell lines were utilized to determine the cytotoxicity profile of 1363 clinically-used drugs. Ten promising therapeutic candidates were identified, and synergism studies were performed *in vitro*. Two drug combinations that included KPT-330, an XPO1 inhibitor, were synergistic in all four cell lines. *In vivo* testing of four basal-like patient-derived xenografts (PDX) identified one combination, KPT-330 and GSK2126458 (a PI3K/mTOR inhibitor), that decreased tumor burden in mice significantly more than monotherapy with either single agent. Bulk and single-cell RNA-sequencing, immunohistochemistry, and analysis of published genomic datasets found that XPO1 was abundantly expressed in human basal-like TNBC cell lines, PDXs, and patient tumor samples. Within basal-like PDXs, XPO1 overexpression was associated with increased proliferation at the cellular level. Within patient datasets, XPO1 overexpression was correlated with greater rates of metastasis in patients with basal-like tumors. These studies identify a promising potential new combination therapy for patients with basal-like breast cancer.

## Highlights

• High-throughput drug screening reveals promising therapeutic candidates for TNBC.
• KPT-330, an XPO1 inhibitor, and GSK2126458 exhibit synergism in preclinical models of TNBC.
• XPO1 is overexpressed in basal-like breast tumors.
• XPO1 expression is associated with PIK3CA, MTOR, and MKI67 expression at the single-cell level.
• XPO1 overexpression in basal-like patients is associated with greater rates of metastases.

## Introduction

Breast cancer is the most frequently diagnosed cancer in women, contributing 23% of total cancer diagnoses and 14% of total cancer deaths [1]. It is estimated that over 284,000 Americans will be diagnosed with breast cancer in 2021 [2]. Of these individuals, approximately 10–20% will be diagnosed with triple-negative breast cancer (TNBC) [3]. TNBC is characterized by a lack of estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) amplification [4]. TNBC is an aggressive, highly metastatic subtype of breast cancer [5]. Despite greater initial clinical response to neoadjuvant chemotherapy, patients with TNBC have a higher likelihood of distant reoccurrence and a lower rate of survival than patients with other breast cancer subtypes [6,7]. TNBC is difficult to treat due to its heterogeneity and lack of established biomarkers. [8] Gene expression profiles reveal at least six distinct TNBC subtypes: basal-like 1 and 2, immunomodulatory, mesenchymal, mesenchymal stem-like, and luminal androgen receptor [8]. The majority of TNBCs are basal-like [9].

Unlike ER+, PR+, or HER2+ breast cancers, TNBCs cannot be treated with endocrine therapies or HER2-targeted agents, and chemotherapies are standard of care. Platinum-based compounds carboplatin and cisplatin are often first-line therapies for basal-like TNBC [10]. Second line therapies include combination treatment with multiple chemotherapeutics from different classes [10]. Unfortunately, drug resistance can occur, and 90% of treatment failures in metastatic cancers are attributed to chemoresistance [11]. Tumor environmental stresses induced by chemotherapies can promote autophagy and senescence, both of which contribute to the development of chemoresistance in TNBC [12]. Given that many basal-like tumors are intrinsically chemotherapy resistant, or develop acquired resistance, it is important to identify targeted therapeutics that can be incorporated into the standard of care. With thousands of available drugs, high throughput drug screening (HTS) is a systematic method of identifying promising therapeutic agents. Previously, HTS has been used to identify an antineoplastic agent, A-105972, that showed promising *in vivo* activity, increasing the life span of mice with melanoma and leukemia [13]. Powell et al. (2020) performed HTS on treatment-naïve TNBC samples to identify promising drugs that are cytotoxic towards different TNBC subtypes [14]. HTS has also been used to identify synergistic drug combinations [[15], [16], [17]].

Due to high rates of metastasis, basal-like disease is associated with relatively worse prognosis than other TNBC subtypes [18,19] The present study focuses on identifying targeted drug pairs that are cytotoxic to basal-like TNBC. Through screening a drug library containing 1363 drugs-most of which are FDA-approved- on basal-like cell lines and performing synergism studies on selected combinations, synergistically cytotoxic therapeutic combinations were identified. Then, the antitumor efficacy of these combinations was assessed *in vivo* using human basal-like TNBC PDXs. Single-cell RNA sequencing (scRNAseq) and immunohistochemistry assessed the expression of drug targets in human basal-like TNBC cell lines and PDXs. As presented here, these pre-clinical studies suggest that co-targeting XPO1 and PI3K/mTOR is a promising approach for the treatment of basal-like breast cancer.

## Material and methods

### Breast cancer cell lines

Four basal-like TNBC cell lines- MDA-468, HCC-1143, HCC-1187, and SUM-149- were used in this study. MDA-468 cells were provided by Dr. Youngman Oh (VCU). SUM-149 cells were purchased from Asterand. HCC-1143 and HCC-1187 cells were purchased from the American Type Culture Collection (ATCC). Cells were cultured in RPMI-1640 GlutaMAX media (ThermoFisher Scientific) supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin. Cells were negative for mycoplasma infection (ATCC Mycoplasma Detection Kit).

### Cell viability assays

Firefly luciferase-GFP lentiviral transduction was performed on all cell lines to induce luciferase expression. CMV-Luciferase (firefly)−2A-GFP was purchased from GenTarget Inc. Puromycin was used to select for labeled cells to establish stable, GFP-luciferase labeled cell lines. Cell lines were plated in 96-well plates at 1500 to 5000 cells (cell-line dependent) per well. Cells were incubated overnight to allow for adherence. Then, cells were treated with drugs for 72 h. At hour 72, cells were imaged to measure luciferase activity (total photon flux per second) two minutes after the addition of d-luciferin (15 mg/ml; GoldBio) (1/20 of total volume per well). The IVIS Spectrum *In vivo* Imaging System (Xenogen IVIS-200) and living image software (PerkinElmer) were used to image cells and quantify luciferase activity [17]. Labeled cell lines and luciferase readout were used for high-throughput drug screening and single-dose combination assay. Unlabeled, parental cell lines and CellTiter-Glo Luminescent Viability Assay (Promega) were used for synergism screens. CellTiter-Glo Luminescent Viability Assay was performed according to the manufacturer's protocol.

### *In vitro* high throughput drug screening

MDA-468, HCC-1143, HCC-1187, and SUM-149 cells were treated with 1363 drugs (ApexBio DiscoveryProbe FDA-approved Drug Library) at 10 µM for 72 h. Cell viability was quantified by normalizing treated wells to vehicle wells to produce a percent of vehicle value. The 1363 drugs were ranked by cytotoxicity in each cell line. Venny (https://bioinfogp.cnb.csic.es/tools/venny/) was used for cytotoxicity visualization. 64 of these drugs displayed exceptional relative cytotoxicity across all four cell lines. From these 64 drugs, six drugs targeting different genes were selected for further study: MLN2238, crizotinib, afatinib, KPT-330, dovitinib, and GSK2126458. ABT-263 and dasatinib were also included, as they showed exceptional cytotoxicity in three of the four cell lines. Finally, sorafenib and cobimetinib were selected due to their unique gene targets, BRAF and MEK respectively. Sorafenib and cobimetinib were the most cytotoxic BRAF and MEK inhibitors studied. Heatmap depicting relative cytotoxicity of 68 drugs of interest on human basal-like TNBC cell lines and PDXs was created using Morpheus (https://software.broadinstitute.org/morpheus). Data were hierarchically clustered by both samples (cell lines/PDXs) and drugs using the one minus Pearson correlation metric and average linkage method.

### Single-dose two-drug combination studies

The cell lines HCC-1143 and SUM-149 were used to perform all preliminary combination studies. Dose response curves were performed to identify the cytotoxicity profiles of the ten drugs of interest. Solid drug was purchased from ApexBio. Dose response curves were used to identify a cytotoxic dose, or approximate IC50 dose, of each drug. Then, cells were treated with the identified dose of each drug alone and in combination with the identified dose of all nine other drugs. The cytotoxicity of each combination was rank ordered to identify the most cytotoxic combinations in each cell line. The cytotoxicity of the combination was compared to the cytotoxicity of both drugs alone. In order to be selected for further study, the cytotoxicity of the combination had to be greater than the cytotoxicity of either single agent. Six combinations that met these criteria in HCC-1143 and/or SUM-149 were selected for further study.

### Synergism studies

Unlabeled human basal-like TNBC cell lines were treated with seven doses of each drug in the combination and all two-drug dose combinations for 72 h *in vitro*. Two independent experiments were performed in triplicate. The data were analyzed with CompuSyn software, which utilizes the Chou-Talalay method to identify quantifiable synergism between two or more drugs [20], [21], [22]. CompuSyn software produced CI values and DRI values for each independent experiment. CI values and DRI values were averaged for each cell line to produce Fa-CI and Fa-DRI plots.

### High speed live cell interferometry

UCD52 mammary gland tumors were excised from mice once they reached ∼10 mm x 10 mm in size. Tumors were prepped into a single-cell suspension using the protocol described previously [17]. Cells were plated in a 24-well plate at a density of 10^3^–10^4^ cells per well. Cells were treated with the specified concentration of drug for 24 h. High speed live cell interferometry (HSLCI) was used to obtain single cell biomass measurements every ten minutes as described by Murray et al. (2018) [23]. Biomass measurements were aggregated to create plots depicting hourly cell growth rate.

### Single-cell RNA sequencing

Single-cell RNA sequencing (scRNAseq) was performed on four human basal-like TNBC cell lines- HCC-1143, HCC-1187, MDA-468 and SUM-149 and four human basal-like TNBC PDXs- HCI-001, WHIM2, WHIM30, and UCD52. ScRNAseq was performed using the Chromium Single Cell Gene Expression Kit (10X Genomics) per the manufacturer's protocol. Samples were aligned and gene expression calculated using the 10X Genomics CellRanger v3.1 software suite of tools, and dead/poor quality cell removal was done using an in-house R script utilizing the Seurat v3.1.5 package. PDX samples went through additional filtering and realignment to remove mouse cells prior to creating a final merged dataset containing only human cells using CellRanger. 10X Loupe Cell Browser v4.0.0 was used to visualize cell clusters and perform differential gene expression analyses across clusters [24,25]. ScRNAseq data is publicly available on the NCBI Gene Expression Omnibus (GEO Accession: GSE174391).

### Immunohistochemistry

Immunohistochemical staining was performed on formalin-fixed, paraffin-embedded tumors. Heat-induced antigen retrieval was performed in pH 9 Tris-EDTA using a Dakocytomatin Pascal Pressure Chamber. XPO1 (Cell Signaling Technology, 46249) antibody was diluted 1:200 in SignalStain Antibody Diluent (Cell Signaling Technology) and was applied to sections from the aforementioned tumors. Detection was performed using the Rabbit Dako EnVision System (Agilent K406511–2). Slides were imaged using Zeiss Axio Observer.

### Public dataset analyses

The PDX RNA-sequencing data was obtained from a previously published dataset (GEO Accession: GSE118942) [26]. Breast cancer TCGA gene expression data were obtained and analyzed using the curatedTCGAdata v.1.12.1 and TCGAutils v.1.10.1 R packages. The associated statistical analyses and visualizations were performed in R v.4.0.3 statistical environment. XPO1 expression was also assessed using a combined 855 breast cancer dataset [18] derived from four breast cancer microarray datasets (GSE2034, GSE12276, GSE2603, and NKI295) combined with reported clinical site(s) of first relapse [27]. In the original studies, all patient tissue samples were collected in accordance with IRB-approved protocols. Patients were grouped based on breast cancer intrinsic subtype. Patients with basal-like tumors (*N* = 140) were rank-ordered based on XPO1 expression and divided into quartiles. Kaplan-Meier curves were generated with GraphPad Prism V9.0.0.

### Basal-like TNBC PDXs

Four basal-like TNBC PDXs were used in this study: HCI-001, WHIM30, WHIM2, and UCD52. HCI-001 was obtained from the Huntsman Cancer Institute. WHIM2 and WHIM30 were obtained from Washington University, St. Louis. UCD52 was obtained from the University of Colorado. Tumor fragments were implanted in the mammary gland of female non-obese diabetic severe combined immunodeficient gamma (NSG) mice. Tumors were allowed to grow until they reached approximately 10 mm x 10 mm in size. Then, tumors were removed and prepped into a single-cell suspension according to the protocol described previously [17]. Single-cell suspensions of PDX cells were used for *in vitro* assays, HSLCI, or serial passaging into mice.

### *In vivo* drug treatment studies

All studies involving mice were in accordance with the VCU Institutional Animal Care and Use Committee (IACUC). Single cell suspensions were prepped from harvested PDX mammary gland tumors. Tumor cells were resuspended in Matrigel (Corning) and injected into the right mammary gland (250,000 cells per injection) of female non-obese diabetic severe combined immunodeficient gamma (NSG) mice. Drug treatment began when all tumors were ∼ 3 mm x 3 mm. Mice were randomized into treatment groups. All drugs were dissolved in a solution of 1% methylcellulose + 0.1% Tween-80. All drugs were administered via oral gavage. KPT-330 was administered thrice weekly at 5 mg/kg for 21 days. MLN9708 and GSK2126458 were administered twice weekly at the appropriate doses, 4 mg/kg and 2 mg/kg respectively, for 21 days. Mice receiving combination treatment received KPT-330 thrice weekly and the second drug twice weekly. Combination-treated mice never received both drugs on the same day. Tumor growth was monitored via biweekly caliper measurements. After 21 days, all mice were euthanized via CO_2_ asphyxiation followed by cervical dislocation. Tumors were then excised, weighed *ex vivo*, and photographed. Mice reaching maximum tumor burden prior to completion of the study were sacrificed, and their tumor measurements were not considered in endpoint analyses.

## Results

### High throughput drug screening of cell lines and PDXs identified cytotoxic drugs for basal-like TNBC

Since the majority (∼75%) of TNBCs are transcriptomically classified as basal-like [9], we utilized four basal-like human cell lines for these studies: HCC-1143, HCC-1187, MDA-468, and SUM-149. To best model aggressive, advanced disease, cell lines were chosen for their demonstrated ability to metastasize *in vivo* or relative chemoresistance *in vitro* [28,29,30]. The cytotoxic activity of 1363-drugs that have largely been FDA-approved for cancer/non-cancer indications was determined at a 10 µM dose; 68 therapeutic candidates that were strongly cytotoxic across the models were identified. These data were contrasted with cytotoxic responses of five human basal-like TNBC PDXs **(**Fig. 1**a)** [17]. Many of the drugs that were cytotoxic towards cell lines were also effective on PDX cell suspensions. Classes of effective drugs found to be previously well-tolerated in clinical trials were prioritized for further study. Ultimately, ten agents with unique molecular targets were selected for further evaluation in combinatorial studies (primary drug target in parentheses): ABT-263 (BCL-2), afatinib (EGFR), cobimetinib (MEK), crizotinib (ALK, ROS1), dasatinib (SRC), dovitinib (FGFR), MLN2238 (PSMB5), GSK2126458 (PI3K/mTOR), KPT-330 (XPO1), and sorafenib (BRAF). MLN9708, the citrate-bound version of MLN2238 which hydrolyzes to the biologically active form MLN2238 upon exposure to aqueous solutions or plasma, was used for *in vitro* and *in vivo* studies. Dose response curves were performed with the four human basal-like TNBC cell lines to identify the cytotoxicity profile of each agent **(Supplemental Fig. S1)**.

**Fig. 1:**
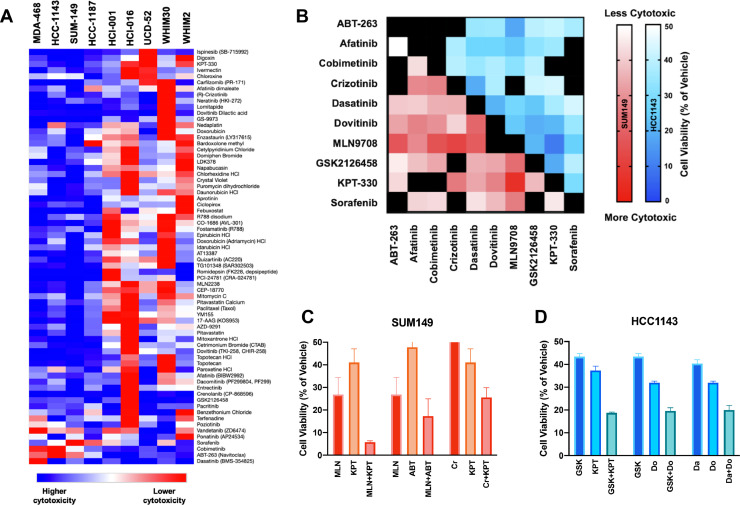
*High throughput screening (HTS) of 1363 drugs and preliminary assessment of drug combination cytotoxicity on human basal-like TNBC cell lines and PDXs***. (a)** TNBC cell lines were treated for 72 h with 10 µM of each drug. Luciferase-based imaging was used to assess viability relative to vehicle. The heatmap depicts relative cytotoxicity of 68 promising drugs of interest on human basal-like TNBC cell lines. Basal-like TNBC cell line HTS data was compared to basal-like PDX HTS data published previously [17]. **(b)** A cytotoxic dose of drug 1 (∼IC50) and drug 2 (∼IC50) was applied to HCC-1143 and SUM-149 cells in every possible two-drug combination. Heatmap depicts the relative cytotoxicity of each two-drug combination with darker colors depicting greater cytotoxicity. Black squares indicate combinations producing > 50% cell viability or combinations of the same drug. **(c, d)** Cytotoxicity of the two-drug combinations was compared to cytotoxicity of single agents. Three combinations that demonstrated significantly greater cytotoxicity or trended towards greater cytotoxicity than either single agent in HCC-1143 and/or SUM-149 were identified.

### Drugs of interest displayed increased cytotoxicity in combination

A single dose of each selected drug that killed approximately half of the cells compared to vehicle (IC50) was used in a combinatorial assay with every other drug at its pre-defined dose (**Supplemental Table S1)**. This led to the exploration of 45 unique drug combinations targeting distinct molecular pathways **(**Fig. 1**b)**. From this dataset, three drug combinations from each cell line that showed increased cytotoxicity in combination compared to as a single agent were identified **(**Fig. 1**c, d)**.

### Nuclear-export inhibitor-based combinations were synergistically cytotoxic in human basal-like TNBC cell lines

The Chou-Talalay Method of synergism analysis was utilized to identify quantifiable synergism with the following combinations: KPT-330 + GSK2126458, KPT-330 + MLN9708, ABT-263 + MLN9708, dasatinib + dovitinib, dovitinib + GSK2126458, and crizotinib + KPT-330) (Fig. 2) [20], [21], [22]. CompuSyn software was utilized to perform the Chou-Talalay Method of synergism analysis. CompuSyn software calculated combination index (CI) values and dose-reduction index (DRI) values for each combination. CI values > 1 indicate antagonism; CI value = 1 indicates additivity; CI values (<1 indicate synergism. The DRI value is a measure of fold reduction of drug dose when administered in combination as opposed to as a single agent; DRI ) >1 is favorable. Of the six combinations tested, two combinations demonstrated synergistic cytotoxicity at high levels of cell death across all four cell lines: KPT-330 + GSK2126458 and KPT-330 + MLN9708 **(**Fig. 2**)**.

**Fig. 2:**
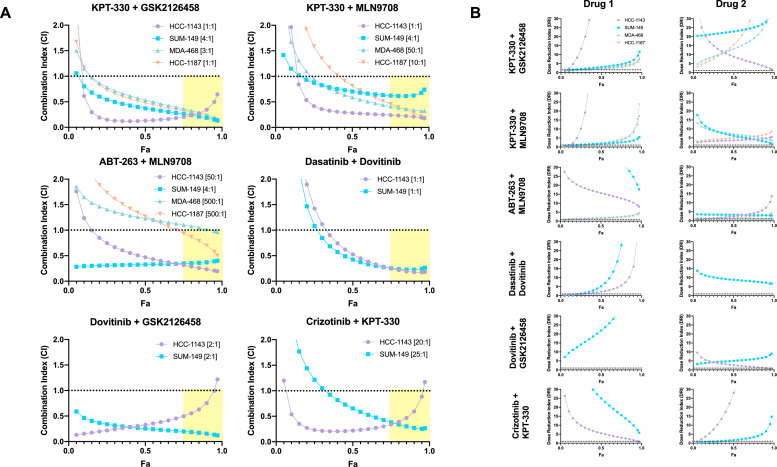
*Nuclear-export inhibitor-based combinations are synergistically cytotoxic in human basal-like TNBC cell lines***.** After 72 h of drug treatments, cell viability assessments were performed using CellTiter-Glo. Chou-Talalay drug combination analyses were performed to identify quantifiable synergistic cytotoxicity of pre-identified drug pairs on human basal-like TNBC cell lines. CI value > 1 indicates antagonism; CI value = 1 indicates additivity; CI value 〈< 1 indicates synergism. DRI 〉> 1 indicates a favorable reduction in drug dose when administered in combination at the ratio of drug 1: drug 2 indicated in brackets next to the cell line. Fa represents fraction inhibition, or fraction of cells killed. Fa is plotted on the x-axis against combination index **(a)** and dose reduction index **(b)**.

### High speed live cell interferometry assessed cellular growth rate following drug treatment at the single-cell level

Cell biomass measurements with high speed live cell interferometry (HSLCI) have been utilized to determine the effect of drugs on individual cells within a population, the proof-of-principle of which we have previously demonstrated with carboplatin and BRAF inhibitors [23,31]. In this approach, cell growth corresponds with increased cell mass **(**Fig. 3**a)**, and active cell death corresponds with decreasing mass **(**Fig. 3**b)**. In this study, UCD52 PDX cells were treated with vehicle, KPT-330, MLN9708, GSK2126458, KPT-330 + MLN9708, or KPT-330 + GSK2126458, respectively. Treatment with KPT-330, MLN9708, and GSK2126458 as single agents decreased hourly growth rate relative to vehicle. However, combination treatment with either KPT-330 and MLN9708 or KPT-330 and GSK2126458 decreased hourly growth rate to a significantly greater extent than treatment with a single agent alone **(**Fig. 3**c, d)**.

**Fig. 3:**
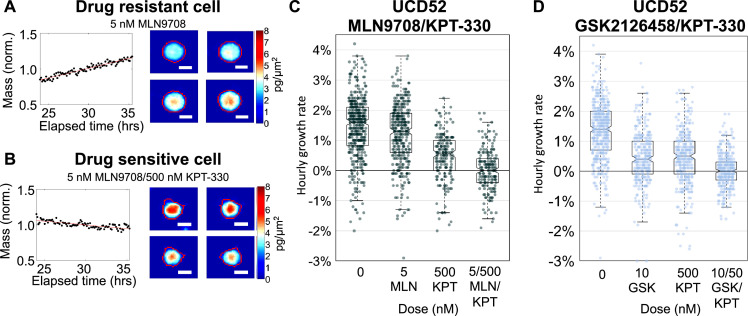
*Nuclear-export inhibitor-based combination treatments decrease hourly cell growth rate***.** A single-cell suspension of UCD52 tumor cells was plated and treated with the corresponding concentration of drug for 24 h. High speed live cell interferometry (HSLCI) was used to obtain single cell biomass measurements every eight minutes. Changes in cell biomass over time were analyzed to calculate an hourly growth rate. **(a)** Representative graph of a MLN9708 resistant cell growing at 2.7% +/- 0.09% over 24–36 h after drug treatment. Images depict one cell at four different time points. Scale bar: 10 μm. **(b)** Representative graph of a cell sensitive to the MLN9708/KPT-330 combination losing mass at −1.1% +/- 0.11% over 24–36 h after drug treatment. Images depict one cell at four different time points. Scale bar: 10 μm. **(c)** Combination treatment with KPT-330 and MLN9708 decreased median hourly growth rate to a greater extent than treatment with either single agent and reduced the population of growing single cells. Each dot on the box plot represents the measurement of a single cell as depicted in a and b. **(d)** Combination treatment with KPT-330 and GSK2126458 decreased median hourly growth rate to a greater extent than treatment with either single agent and reduced the population of growing single cells. *p*-values are listed in **Supplemental Table S2**.

### XPO1 expression within basal-like TNBC samples

Four basal-like patient-derived xenografts were utilized for a set of experiments *in vivo*, including HCI-001, UCD52, WHIM2, and WHIM30. Analysis of bulk RNA-sequencing (RNAseq) from these PDX samples revealed consistent, positive expression of XPO1 transcript across basal-like TNBC PDX samples **(**Fig. 4**a; Supplemental Table S3**), with WHIM2 showing significantly lower XPO1 expression than the other three PDXs. Immunohistochemistry found that XPO1 protein was expressed in all tested PDXs **(**Fig. 4**b)**. These data correlate with XPO1 immunohistochemistry performed by The Protein Atlas on 11 patient tumor samples where homogeneous moderate to high protein expression was found in > 75% of epithelial tumor cells for each sample. **(Supplemental Fig. S2)** [32], [33], [34]. 

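In scRNAseq, single cells are captured in droplets, and every captured transcript is tagged at its 3′ end with a cell barcode and a unique molecular identifier (UMI). Amplified copies of 1 molecule are thereby counted once. One library was sequenced from each of the basal-like TNBC PDXs HCI-001, UCD52, WHIM2 and WHIM30, human tumors propagated in mice, and from each of the established basal-like TNBC cell lines HCC-1143, HCC-1187, MDA-468 and SUM-149. The model was therefore the replicate (n = 4 PDXs and n = 4 cell lines), and cells of 1 model were not treated as replicates. The p-values of the exact tests across models measure the spread between models, of which each was sequenced once. The deposited matrix holds UMI counts for 33538 genes in 17452 cells. HCI-001 contributed 2298 cells with 36309086 UMIs in total, UCD52 2413 cells with 36850625, WHIM2 1425 cells with 21099385 and WHIM30 4518 cells with 63477167. Among the cell lines, HCC-1143 contributed 1188 cells with 15327277 UMIs, HCC-1187 1592 cells with 24456844, MDA-468 2633 cells with 41385560 and SUM-149 1385 cells with 21227407. The median depth of a cell was alike in both groups, from 10631 to 13183 UMIs in the PDXs and from 12038.5 to 14051 in the cell lines, but shallow cells were unevenly spread. Cells with fewer than 1500 UMIs made up 10.1% of HCI-001, 0.705% of UCD52, 14.4% of WHIM2 and 18.4% of WHIM30, whereas the shallowest cell of any cell line had 2348 UMIs. Before deposit, the authors aligned the reads to GRCh38 with Cell Ranger 3.1 and removed cells per library by limits of 3 median absolute deviations (MADs). PDX reads were first aligned to a merged human and mouse genome and mostly murine barcodes were discarded. The cell lines did not undergo this step, which cannot be separated from the difference between PDXs and cell lines. Preparation cannot be separated from it either: PDX tumors were made into single-cell suspensions in HF buffer, and cell lines were harvested into PBS. By the supplement, the PDX step also filtered out multiplets with Cell Ranger's defaults, and the upper limits on genes and UMIs were set against multiplets in all libraries. No doublet caller was run on the deposited counts here. For values per cell, each UMI count was divided by the total of its cell, multiplied by 10000 and transformed as the natural log of 1 + this value. The paper does not state the scale of its single-cell plots. This log normalization of Seurat was assumed because the paper names Seurat for other steps. Where shares of cells were compared across models, cells were thinned to 1500 UMIs each, the largest multiple of 500 that at least 80% of the cells of every model reached, and shallower cells were left out. Where all genes were tested, UMIs were summed per model and the sums were compared with edgeR's quasi-likelihood test. Its p-values use a spread estimated partly across genes, so a gene could pass without the same direction in every model. A field of the sample labels classes the cell lines as patient tumors. The sample titles and the paper name them as cell lines, and that classification was used.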

ScRNAseq was performed on the 4 cell lines and the 4 PDXs used in this study **(**Fig. 4**c)**. ScRNAseq revealed that XPO1 was abundantly expressed in the majority of the basal-like cells, with more heterogenous expression present within the PDX samples than the cell lines **(**Fig. 4**d)**. 

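At least 1 XPO1 UMI was found in 65.0% of the cells of HCI-001 (95% Wilson interval 63.0 to 66.9), 51.1% of UCD52 (49.1 to 53.0), 57.7% of WHIM2 (55.1 to 60.2) and 53.7% of WHIM30 (52.2 to 55.1). The PDX mean was 56.9% ± 6.09 (SD, n = 4 PDXs). In the cell lines the share was 75.6% in HCC-1143 (73.1 to 77.9), 64.3% in HCC-1187 (61.9 to 66.6), 74.2% in MDA-468 (72.5 to 75.8) and 82.7% in SUM-149 (80.7 to 84.6). Their mean was 74.2% ± 7.61 (SD, n = 4 cell lines). Summed over the cells of a model, XPO1 stood at 93.1 ± 18.3 CPM in the PDXs and 123 ± 39.4 CPM in the cell lines (SD, n = 4 each). Scaled by TMM, the means were 92.0 ± 23.7 and 125 ± 30.0 CPM, with a log2 fold change of −0.44 (standard error 0.33, adjusted p = 0.59 from edgeR). XPO1 (ENSG00000082898) encodes the nuclear export receptor exportin 1, the target of KPT-330. It lies on chromosome 2 of GRCh38 from 61476032 to 61538741 on the minus strand and has 25 exons in its canonical transcript, whose 3′ UTR spans 61477849 to 61478822 in the last exon. At the equal depth of 1500 UMIs per cell, 12.5% ± 2.95 of PDX cells and 16.7% ± 4.77 of cell line cells had an XPO1 UMI (SD, n = 4 each). The groups did not differ by more than the spread between models (exact two-sided permutation test, p = 0.2, where 4 against 4 allows a smallest p of 0.029). Variation of XPO1 between the cells of a model was measured at this depth as the squared coefficient of variation beyond Poisson sampling, where 0 means sampling alone. It was −0.0839 ± 0.328 in the PDXs and −0.0600 ± 0.207 in the cell lines (SD, n = 4 each; exact two-sided permutation test, p = 0.857). The difference, PDXs minus cell lines, turned above 0 with another random seed (0.00607), with the authors' cell filter applied again (0.0252), at 5000 UMIs (0.0829) and without UCD52, WHIM2 or SUM-149 (0.117, 0.00846 and 0.0729). It was −0.179 at 750 UMIs. A cell thinned to 1500 UMIs held few XPO1 UMIs, 0.0922 to 0.277 on average per model. At 5000 UMIs the variation itself was 0.168 ± 0.114 in the PDXs, from 0.0200 to 0.295. In the cell lines it was 0.0850 ± 0.0675 there, from −0.00730 to 0.154 (SD, n = 4 each). It thus lay above 0 in every PDX at that depth, and the values at 1500 UMIs do not show that XPO1 varies by sampling alone. On the log scale assumed for values per cell, the difference of SDs lay above 0 over all cells and at −0.0314 in cells with at least 5000 UMIs (exact permutation test, p = 0.2). The other seed and the settings with 5000 UMIs were chosen after the data were examined. The SD of XPO1 across all cells was 0.503 ± 0.0599 in the PDXs and 0.471 ± 0.0367 in the cell lines on that scale (exact permutation test, p = 0.429). Among cells with an XPO1 UMI it was 0.387 ± 0.0715 and 0.322 ± 0.0333 (exact permutation test, p = 0.143). These libraries hold no cell type that should lack XPO1, so the share of cells that carry an XPO1 UMI from free RNA could not be measured.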

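Cells were called XPO1-high where their normalized XPO1 value lay more than 2 SDs above the mean of their own model. They made up 2.57% of HCI-001 (59 cells, 95% Wilson interval 2.00 to 3.30), 3.19% of UCD52 (77 cells, 2.56 to 3.97), 2.04% of WHIM2 (29 cells, 1.42 to 2.91) and 3.67% of WHIM30 (166 cells, 3.16 to 4.26). The mean was 2.87% ± 0.716 (SD, n = 4 PDXs). XPO1-high cells held XPO1 at 511 CPM in HCI-001 against 105 in the other cells, 302 against 64.5 in UCD52, 400 against 83.8 in WHIM2 and 595 against 103 in WHIM30. These ratios were 4.87, 4.68, 4.77 and 5.80, on groups of cells that were selected by their XPO1 value. The median XPO1-high cell carried 2 XPO1 UMIs in HCI-001 and in UCD52, 3 in WHIM2 and 1 in WHIM30. Its total depth was lower than that of the other cells, with medians of 4205 and 13319 UMIs in HCI-001, 7466 and 12264 in UCD52, 7335 and 13324.5 in WHIM2, and 1862 and 11362.5 in WHIM30. When each cell drew a Poisson count from its own total and the mean XPO1 rate of its PDX, 2.29%, 3.79%, 1.85% and 3.65% of the cells lay above the same value in the order above. The measured share lay inside the range of 100 draws in 4 of 4 PDXs. The mean share moved to 1.17% with a limit of the median + 3 MADs of XPO1-positive cells. It moved to 0.0109% where the count had to exceed Poisson sampling after Benjamini-Hochberg adjustment, which left 1 cell of HCI-001. PDX cells held 1.06 to 1.71 XPO1 UMIs on average per model, so this last limit can miss cells with a moderate excess. It does not show that such cells are absent.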

In each PDX, a subset of cells demonstrated XPO1 overexpression compared to the bulk of the population (Fig. 4**e**). At the cellular level, there were significant positive correlations between XPO1 expression and MTOR expression as well as XPO1 expression and PIK3CA expression (Fig. 4**f, g; Supplemental Tables S4, S5**). 

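XPO1 and MTOR correlated positively across the cells with a UMI of both genes in each PDX, with r = 0.322 in HCI-001 (95% interval 0.236 to 0.402, 450 cells), 0.182 in UCD52 (0.0313 to 0.324, 168 cells), 0.209 in WHIM2 (0.0796 to 0.331, 223 cells) and 0.387 in WHIM30 (0.313 to 0.456, 548 cells). The mean was 0.275 ± 0.0962 (SD, n = 4 PDXs). For XPO1 and PIK3CA, r was 0.438 in HCI-001 (0.355 to 0.513, 402 cells), 0.304 in UCD52 (0.206 to 0.396, 353 cells), 0.404 in WHIM2 (0.208 to 0.568, 85 cells) and 0.473 in WHIM30 (0.412 to 0.530, 665 cells). Here the mean was 0.405 ± 0.0727 (SD, n = 4 PDXs). MTOR (ENSG00000198793; chromosome 1 of GRCh38, 11106535 to 11262556, minus strand, 58 exons) encodes the kinase of the mTOR complexes. PIK3CA (ENSG00000121879; chromosome 3, 179148114 to 179240093, plus strand, 21 exons) encodes a catalytic subunit of PI3K. Both kinases are targets of GSK2126458. For each pair, all 4 PDXs were positive (exact two-sided sign-flip test, p = 0.13, the smallest p that 4 models allow). The intervals cover the sampling of cells within 1 library only. Both values of a cell were divided by the same UMI total, so r was also computed for 1000 genes of like expression in each PDX (999 beside MTOR in WHIM2). Their median r with XPO1 averaged 0.304 beside MTOR, and MTOR lay above their middle 95% in 0 of 4 PDXs. PIK3CA did so in 1 of 4 PDXs (WHIM30). With the log of the cell total held constant, the mean partial r was 0.111 ± 0.0549 for MTOR and 0.186 ± 0.0745 for PIK3CA (SD, n = 4 PDXs). In counts thinned to 1500 UMIs per cell, which need no division, the mean r over all cells was 0.0143 ± 0.0133 for MTOR and 0.00884 ± 0.0250 for PIK3CA (SD, n = 4 PDXs), with WHIM30 below 0 for MTOR and WHIM2 for PIK3CA. At 5000 UMIs, a depth chosen after the data were examined, it was 0.00695 ± 0.0269 for MTOR, above 0 in WHIM2 alone, and 0.0379 ± 0.0148 for PIK3CA, above 0 in all 4 PDXs (SD, n = 4). The thinned r also takes in cells with zeros and leaves out the log, so more than the division changed. A PDX cell held 0.0922 to 0.172 XPO1 UMIs on average at 1500 UMIs. Such sparse counts pull r toward 0 whatever the relation, so the thinned values cannot be set directly against the r above. The r of divided counts moved when a few shallow cells were left out. In cells with at least 5000 UMIs, a limit also chosen after, r with PIK3CA was 0.288 in HCI-001 (398 cells), 0.297 in UCD52 (352), 0.267 in WHIM2 (83) and 0.303 in WHIM30 (648), and r with MTOR was 0.208 in WHIM30 (539). To compare expression itself, cells of each model were thinned to 1500 UMIs and UMIs were summed over the cells with and without an XPO1 UMI (n = 8 models, paired within the model). MTOR had a log2 fold change of 0.079 (standard error 0.21, adjusted p = 0.945) and PIK3CA of 0.19 (standard error 0.22, adjusted p = 0.844 from edgeR's quasi-likelihood test). Each was higher in 5 of 8 models, and MTOR turned to −0.13 with another random seed for the thinning. At 5000 UMIs, a depth chosen after, the log2 fold change was −0.080 for MTOR (standard error 0.093) and 0.12 for PIK3CA (standard error 0.10). The values at 1500 UMIs rest on few counts. There the 2 genes averaged 18.7 and 14.4 CPM in XPO1-positive sums as small as 207000 UMIs (WHIM2). Of 25 tested genes of the PI3K/mTOR pathway, listed before the data were examined, 0 passed edgeR's test (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05, 0 with DESeq2). Their median log2 fold change was −0.067 and their mean −0.063, with an upward direction in limma's set test camera (adjusted p = 0.960). From the positive correlations with the genes of both drug targets, the paper states that XPO1 and PIK3CA/MTOR expression are related at the single-cell level. Citing this and the antitumor activity of the combination in all 4 PDXs, it proposes further preclinical study of KPT-330 with GSK2126458 in TNBC.

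**Figure D1:**
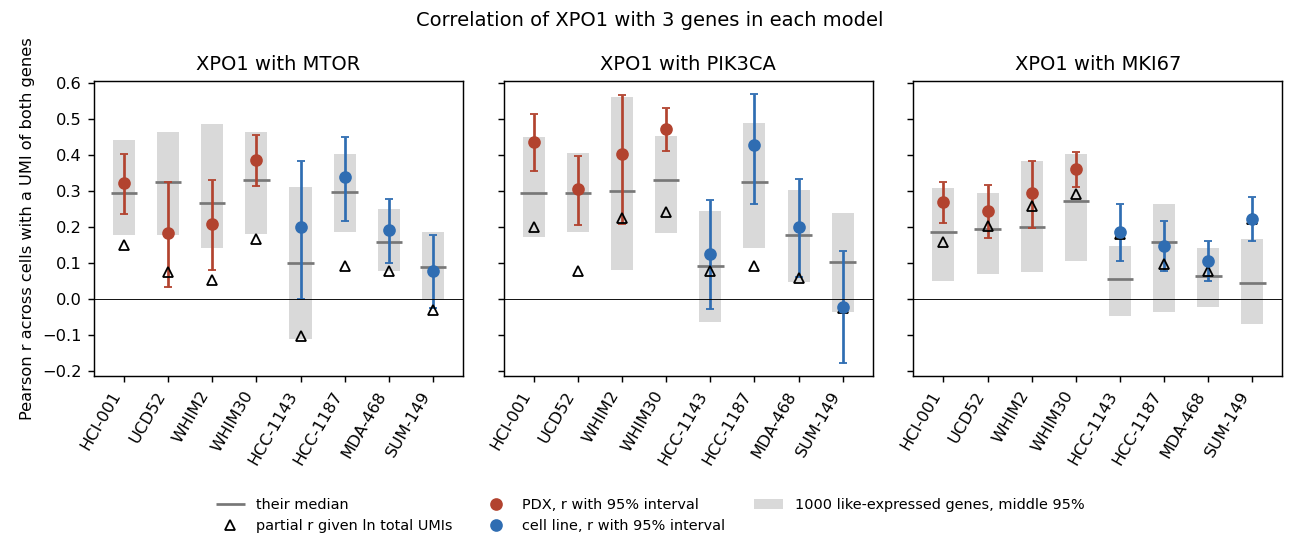
Pearson r of XPO1 with MTOR, PIK3CA and MKI67 across the cells with a UMI of both genes, for each PDX and cell line. Circles give r with its 95% interval, grey bars the middle 95% and lines the median of r for 1000 like-expressed genes, and triangles the partial r given the log of the cell's total UMIs. For MTOR the circles of all 4 PDXs, from 0.182 to 0.387, lie within the grey bars.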

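MKI67 was the gene of the PAM50 proliferation group with the largest rise in cells with an XPO1 UMI, with a log2 fold change of 0.43 (standard error 0.073, adjusted p = 4.79e-06 from edgeR) and higher expression in 7 of 8 models. It encodes Ki-67, a nuclear protein of cycling cells, and lies on chromosome 10 of GRCh38 from 128096659 to 128126423 on the minus strand (ENSG00000148773, 15 exons). Across the cells with a UMI of both XPO1 and MKI67, r was 0.270 in HCI-001 (95% interval 0.211 to 0.326, 1004 cells), 0.244 in UCD52 (0.168 to 0.317, 615 cells), 0.294 in WHIM2 (0.197 to 0.385, 365 cells) and 0.362 in WHIM30 (0.312 to 0.409, 1236 cells). The mean was 0.292 ± 0.0505 (SD, n = 4 PDXs; exact two-sided sign-flip test, p = 0.13, the smallest p possible). Genes expressed like MKI67 had an average median r with XPO1 of 0.213, and MKI67 lay above their middle 95% in 0 of 4 PDXs. With the log of the cell total held constant, the partial r was 0.227 ± 0.0591 (SD, n = 4 PDXs). In cells thinned to 1500 UMIs, r of the undivided counts over all cells was 0.0526 ± 0.0470 (SD, n = 4 PDXs; exact sign-flip test, p = 0.25) and −0.0110 in WHIM2. Zeros and sparse counts lower this r as well. In cells thinned to 5000 UMIs, a depth chosen after the data were examined, r of the undivided counts was 0.119 ± 0.0451 and lay above the middle 95% of like-expressed genes in 3 of 4 PDXs.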

Interestingly, there was also a significant positive correlation between expression of XPO1 and expression of MKI67, a known marker of proliferation (**Supplemental Fig. S3; Supplemental Table S6)** [35]. Pearson correlation values were determined for XPO1 and each gene within the PAM50 gene signature. 

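PAM50 is a 50-gene classifier of breast cancer subtypes, and 11 of its genes are associated with proliferation. Across all 17452 cells, r with XPO1 ranged among these 11 genes from 0.162 for CDC20, an activator of the anaphase-promoting complex, to 0.237 for MKI67, with a median of 0.186. Averaged within models, r was above 0 for 11 of 11 genes (median 0.135), and 10 of 11 had a positive r in each of the 8 models. In the comparison of cells with and without an XPO1 UMI at 1500 UMIs per cell (n = 8 models, paired), 3 of the 11 genes rose at an adjusted p under 0.05 from edgeR, none fell. When adjusted over the list alone, 4 rose. Beside MKI67 these were UBE2C, a ubiquitin-conjugating enzyme of mitotic exit (log2 fold change 0.31, standard error 0.071, adjusted p = 0.00171), and CEP55, a protein of the midbody in cytokinesis (0.38, standard error 0.11, adjusted p = 0.0386 from edgeR). Of 53 tested G2M phase genes, 10 rose and none fell (16 higher when adjusted over the list alone). Among them were TOP2A, which untangles chromosomes (log2 fold change 0.33, adjusted p = 0.000343 from edgeR, higher in 6 of 8 models), the kinetochore gene CENPF (0.26, adjusted p = 0.000142, 6 of 8) and the chromatin gene HMGB2 (0.27, adjusted p = 0.000925, 7 of 8). Of 42 S phase genes, 0 passed edgeR (0 when adjusted over the list alone, 8 at an unadjusted p under 0.05, 0 with DESeq2, 1 higher with RLE scaling), with a median log2 fold change of 0.15. The set test camera with its preset correlation gave an adjusted p = 5.91e-11 for the proliferation genes, 5.94e-24 for the G2M genes and 4.53e-08 for the S phase genes. With an estimated correlation the calls were lost (adjusted p = 0.0917, 0.0917 and 0.114 with an estimated correlation). At 5000 UMIs per cell, a depth chosen after the data were examined, 9 of the 11 proliferation genes and 47 of 54 G2M genes rose (11 and 53 when adjusted over the list alone), and both sets passed camera (adjusted p = 0.0276 and 0.017 with an estimated correlation). Of the 39 tested genes of all of PAM50, 4 rose and none fell (7 higher and 2 lower when adjusted over the list alone; camera adjusted p = 6.17e-06, and 0.0917 with an estimated correlation). XPO1's own family did not pass: 0 of 29 other karyopherins and genes of the Ran cycle (0 when adjusted over the list alone, 4 at an unadjusted p under 0.05, 0 with DESeq2; median log2 fold change 0.037, camera adjusted p = 0.105). Nor did any of 27 nucleoporins (0 passed edgeR, 0 over the list alone, 1 unadjusted, 0 with DESeq2; median 0.027, camera adjusted p = 0.0522). At 5000 UMIs, 2 of 32 karyopherins and genes of the Ran cycle rose (7 when adjusted over the list alone), and the nucleoporins passed camera (adjusted p = 5.23e-06, and 0.017 with an estimated correlation). In the same comparison, 6 of 13 mitochondrially encoded mRNAs and 2 of 3 nuclear-retained RNAs, both read as signs of RNA quality, were lower (1 and 1 with RLE scaling, 1 and 0 with DESeq2). With DESeq2, 0 of the 11 proliferation genes and 1 of the 53 G2M genes passed. CEP55, UBE2C and CENPF lost their calls with another random seed (log2 fold changes 0.041, 0.22 and 0.13), and CEP55, UBE2C and TOP2A lost theirs without WHIM30 (0.29, 0.25 and 0.24). Among cells in G1 phase, the mean log2 fold change of the 11 genes was 0.034 against 0.20 among all cells, with 8 of them being genes by which the phases are assigned. In a fit without the filter on low counts it was −0.073 against 0.097.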

Interestingly, XPO1 was positively correlated with all 11-proliferation associated genes (**Supplemental Fig. S4**) [35]. 

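XPO1 was higher in cells in G2M phase than in cells in G1 phase in 8 of 8 models. In CPM, it was 90.0 in G1 and 126 in G2M in HCI-001, 54.9 and 101 in UCD52, 73.5 and 118 in WHIM2, and 87.8 and 146 in WHIM30. In the cell lines it was 93.4 in G1 and 142 in G2M in HCC-1143, 67.8 and 93.1 in HCC-1187, 82.9 and 116 in MDA-468, and 112 and 193 in SUM-149. The mean log2 ratio of G2M over G1 was 0.64 ± 0.16 (SD, n = 8 models), and that of S over G1 was 0.52 ± 0.17 (exact two-sided sign-flip test, p = 0.0078 for each, the smallest p that 8 models allow). Of the XPO1-high cells, 23.7% were in G2M in HCI-001 against 26.5% of the other cells, 31.2% against 13.4% in UCD52, 37.9% against 17.8% in WHIM2 and 28.9% against 18.9% in WHIM30. The shares were 31.6% against 40.4% in HCC-1143, 43.8% against 35.4% in HCC-1187, 22.9% against 26.1% in MDA-468 and 63.6% against 44.7% in SUM-149. XPO1-high cells had a G2M share 7.55 percentage points higher on average (SD 11.3, n = 8 models). It was higher in 5 of 8 models, and the difference did not exceed the spread between models (exact two-sided sign-flip test, p = 0.117). Depth limits this test. In 8 of 8 models XPO1-high cells had a lower median depth than the other cells, while G2M cells had a higher one than G1 cells. A cutoff that picks shallow cells can therefore lower the G2M share of XPO1-high cells. Over the cells of all models together, 30.6% of 441 XPO1-high cells were in G2M against 25.2% of the others. Pooled by group, the shares were 29.3% against 19.2% in the PDXs and 34.5% against 34.6% in the cell lines. The mean difference was 11.3 percentage points in the PDXs and 3.83 in the cell lines (exact permutation test between groups, p = 0.314). Phases were assigned by Seurat's scores of S and G2M genes, which also read free RNA, and cell lines held 36.7% of their cells in G2M against 19.5% in the PDXs. The difference passed where cells with at least 1 XPO1 UMI at 1500 UMIs were set against cells with none (6.35 percentage points; exact sign-flip test, p = 0.0078). It also passed with phases scored on thinned counts (8.10; exact sign-flip test, p = 0.0234) and for the top 10% of cells by thinned XPO1 count (5.86; exact sign-flip test, p = 0.0156).

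**Figure D2:**
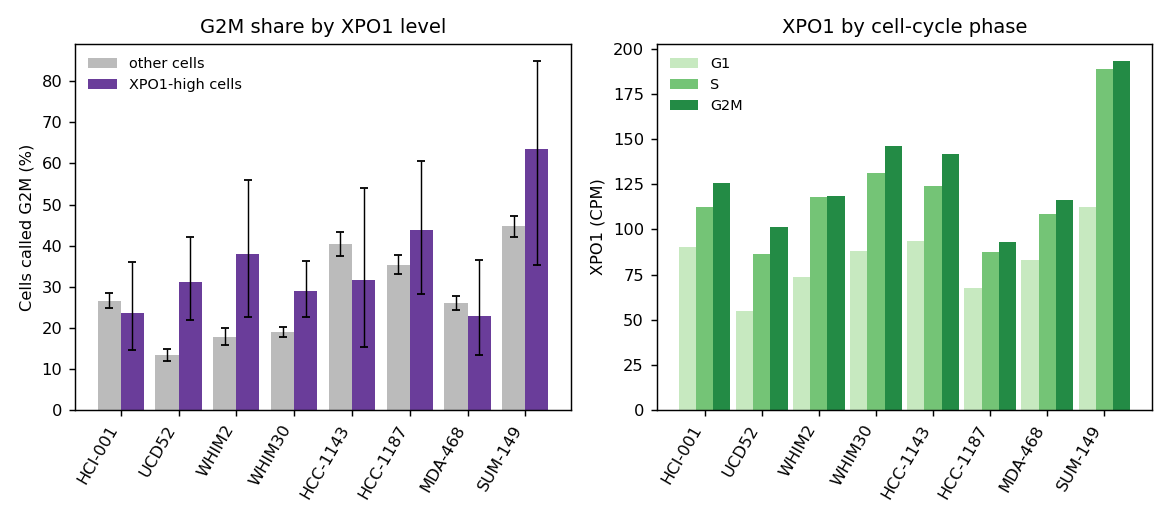
Left, percent of cells assigned to G2M among XPO1-high cells and the other cells of each model, with 95% Wilson intervals; right, XPO1 in CPM in the G1, S and G2M cells of each model. XPO1 is higher in G2M than in G1 in all 8 models, while the intervals of the XPO1-high cells, of which SUM-149 has 11, are wide.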

Correspondingly, cell cycle analysis revealed that a large proportion of cells that highly expressed XPO1 also expressed G2M genes (Fig. 4**h**). High G2M pathway scores have been associated with high expression of other proliferation-related gene sets and worse clinico-pathologic features [36].

**Fig. 4:**
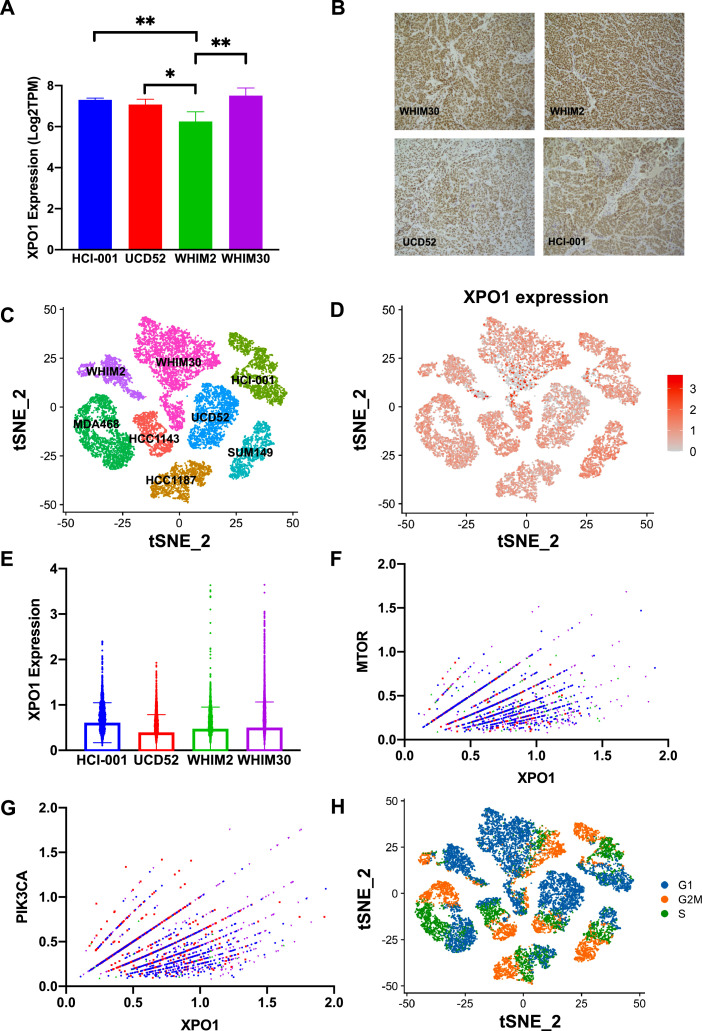
**XPO1 is heterogeneously expressed in human basal-like TNBC samples, and XPO1 expression is positively correlated with PIK3CA and MTOR expression at the single-cell level. (a)** Bulk RNA-sequencing of human basal-like TNBC PDX samples (HCI-001, UCD-52, WHIM2, and WHIM30) **(b)** Immunohistochemical staining on formalin-fixed, paraffin-embedded HCI-001, WHIM2, WHIM30, and UCD52 mammary gland tumors revealed positive XPO1 protein expression in all four PDX samples. Images were taken at 40X magnification. **(c, d)** Single cell RNA sequencing of human basal-like TNBC cell lines and PDXs **(e)** Box plot depicting single cell XPO1 expression values by PDX **(f, g)** Non-zero XPO1 expression values for single cells were plotted against non-zero single cell expression values for MTOR and PIK3CA (**h**) Cell cycle analysis (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). *p*-values are listed in **Supplemental Tables S3, S4, S5.**

### KPT-330 and GSK2126458 combination treatment demonstrates antitumor activity in basal-like TNBC PDXs

The efficacy of KPT-330, MLN9708, GSK2126458, or combination treatment with KPT-330 and MLN9708 or GSK2126458 for inhibiting tumor growth *in vivo* was evaluated on four basal-like TNBC PDXs: HCI-001, UCD52, WHIM2, and WHIM30 (Fig. 5**; Supplemental Figs. S5, S6**). The patients from whom the HCI-001 and WHIM2 PDXs were derived presented with distant metastases and subsequently died from metastatic disease; the patient from whom the WHIM30 PDX was derived presented with no metastases [37,38]. HCI-001, WHIM2, and WHIM30 cells were isolated from the patient prior to the initiation of treatment [37,39]. There is no clinical data available for UCD52. Alzubi et al. (2019) and Turner et al. (2018) demonstrated that each of these PDXs had metastatic potential [26,40]. Initial *in vivo* treatments found that the combination of KPT-330 and GSK2126458, but not KPT-330 and MLN9708, resulted in significantly smaller tumors than treatment with either monotherapy in the WHIM2 PDX **(Supplemental Fig. S5).** Further studies found that combination treatment with KPT-330 and GSK2126458 produced antitumor activity in all four PDXs **(Supplemental Fig. S6**). In WHIM2 and HCI-001, the combination of KPT-330 and GSK2126458 demonstrated significantly greater antitumor activity than either single agent, as determined by final tumor surface area and tumor mass **(**Fig. 5**)**. Mice did not demonstrate any signs of acute toxicity, and on average, there were negligible changes in mouse mass (± 5%). Hematological analysis of drug treated mice did not find any appreciable differences in erythrocytes or thrombocytes between vehicle and drug combination treated mice.

**Fig. 5:**
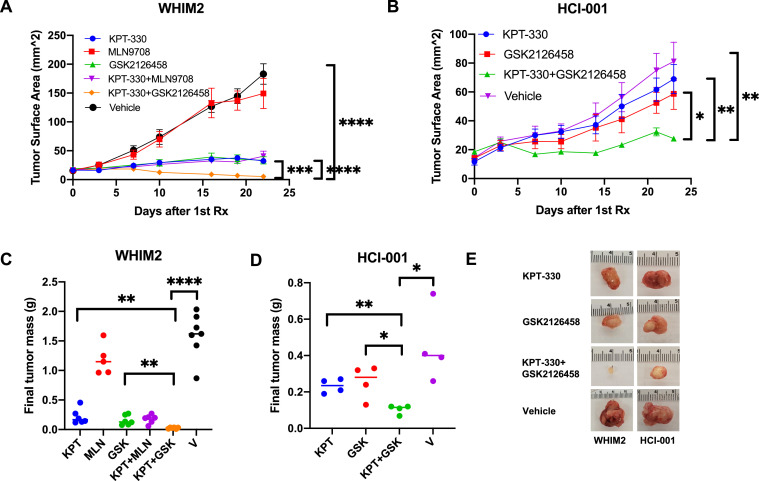
*KPT-330 and GSK2126458 demonstrate antitumor activity in vivo.* Mice bearing **(a)** WHIM2 or **(b)** HCI-001 mammary gland tumors were randomized and treated with drugs once tumors were ∼ 3 mm x 3 mm. Mice received vehicle orally (PO) thrice weekly, 5 mg/kg KPT-330 PO thrice weekly, 4 mg/kg MLN9708 PO twice weekly, 2 mg/kg GSK2126458 PO twice weekly, KPT-330 and MLN9708 regimens, or KPT-330 and GSK2126458 regimens. Tumor growth was graphed by obtaining biweekly tumor caliper measurements. Tumor surface area was defined as length x width. **(c, d)** At experimental endpoint, tumors were removed from mice and weighed *ex vivo* to determine final tumor mass. **(e)** Representative images of extracted treated tumors are shown. Error bars represent SEM (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.00001). *p*-values are listed in **Supplemental Tables S7, S8**.

### XPO1 expression across intrinsic subtypes and association with metastasis-free survival

The Cancer Genome Atlas (TCGA) data for ductal breast carcinoma was used to evaluate XPO1 expression across different normal and cancerous breast sample groups. In patient-matched normal breast and breast tumor samples, XPO1 was significantly overexpressed (*p* < 0.001) in tumors as compared to normal tissue **(**Fig. 6**a)**. Across all TCGA samples, XPO1 was, on average, significantly overexpressed in TCGA breast cancer patient samples compared to adjacent normal tissue **(**Fig. 6**b)**. When XPO1 expression was compared across TCGA breast cancer samples, basal-like tumors showed significantly greater XPO1 expression than other breast cancer subtypes **(**Fig. 6**c; Supplemental Table S9).** Similar trends in XPO1 expression were observed utilizing a separate public dataset **(**Fig. 6**d; Supplemental Table S10)** [18]. Interestingly, basal-like tumors with the highest XPO1 expression were correlated with worse metastasis-free survival **(**Fig. 6**e, f)**.

**Fig. 6:**
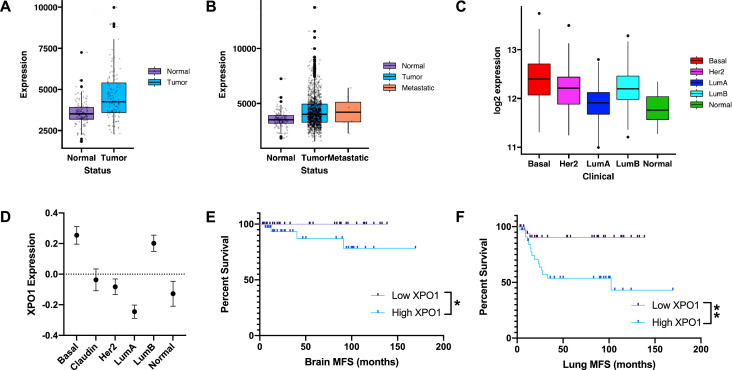
*XPO1 is a relevant clinical biomarker in basal-like breast cancer.* Public datasets were used to quantify XPO1 expression and relationship with outcome. **(a)** The Cancer Genome Atlas (TCGA) RNA-sequencing dataset was used to quantify XPO1 expression in patient-matched normal-tumor paired samples. **(b)** Box plots of TCGA normal breast, breast tumors, and metastases **(c)** TCGA breast tumor data for XPO1 expression across intrinsic subtypes. **(d)** A separate 855-patient RNA-sequencing dataset was also used to evaluate varying levels of XPO1 expression across breast cancer subtypes. **(e, f)** Basal-like patients (*N* = 140) were divided into quartiles based on XPO1 expression, and Kaplan-Meier analyses were performed on the top/bottom quartiles for brain and lung metastasis free survival (MFS), respectively. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001). *p*-values are listed in **Supplemental Tables S9, S10**.

## Discussion

In these studies, we sought to identify novel therapeutic combinations that are synergistically cytotoxic towards basal-like breast cancers. Initial screening studies supported targeting XPO1 with KPT-330 (trade name selinexor), which is an FDA-approved therapeutic for multiple myeloma and lymphoma. Arango et al. (2017) demonstrated the promising preclinical antitumor activity of KPT-330 against TNBC [41]. Soon after, KPT-330 was explored in a metastatic TNBC Phase II clinical trial [42]. While KPT-330 was well-tolerated, it did not produce objective responses. The clinical benefit rate, however, was 30%. This is similar to the 25% response rate we observed herein as a single-agent. The investigators suggested that future studies of KPT-330 in TNBC focus on a combinatorial or biomarker-driven approach [42].

KPT-330 has previously been shown to synergize with a variety of chemotherapies and targeted drugs in both TNBC and other models of cancer. Arango et al. (2017) demonstrated that KPT-330 synergized with select chemotherapies in TNBC PDXs *in vivo* [41]. There is also abundant preclinical and clinical evidence for synergism between KPT-330 and proteasome inhibitors in other cancers, including myeloma and high-grade glioma [43], [44], [45]. Studies have found that both selinexor and proteasome inhibitors inhibit the NF-kB pathway, and in this way, combinatorial therapy may induce synergistic cytotoxicity via dual inhibition of the NF-kB pathway [44,45]. One previous study demonstrated synergism of KPT-330, an mTOR inhibitor (everolimus), and dexamethasone in non-Hodgkin's lymphoma [46]. To our knowledge, however, KPT-330 has not been shown to synergize with a dual PI3K/mTOR inhibitor in any model of cancer. Thus, dual inhibition of XPO1 and PI3K/mTOR represents a novel molecular interaction and means of producing antitumor activity. GSK2126458 (trade name omipalisib) was evaluated in combination with trametinib in a phase Ib dose-escalation study for solid tumors [47] but yielded minimal evaluable responses, perhaps due to overlapping toxicities that prevented exposure to a sufficient drug dose. In another phase I advanced solid tumor clinical trial, treatment with single agent GSK2126458 was well-tolerated and produced durable objective responses in patients with several tumor types, including breast cancer [48]. Future studies that aim to investigate this combination, or other combinations targeting PI3K/mTOR, should likely focus on scheduling of the drug combinations to minimize potential toxicity.

We found that within basal-like patients, XPO1 overexpression was positively correlated with brain relapse and lung relapse. High cellular proliferation rates have long been known to be drivers of metastatic ability [49]. Given our findings that the cells with the highest XPO1 expression also have high expression of markers of proliferation, we propose that targeting XPO1 in combination with other compensatory pathways will provide benefit for surgically inaccessible metastases. Co-targeting of XPO1 and PI3K/mTOR could also serve as an alternative therapy for chemotherapy-resistant tumors, such as the carboplatin-insensitive WHIM2 PDX [40]. Analysis of scRNAseq data revealed that XPO1 and PIK3CA/MTOR expression were positively related at the single cell level. Furthermore, combination treatment with KPT-330 and GSK2126458 produced antitumor activity in all four PDXs. Given the promising preliminary data, further preclinical study of KPT-330 and GSK2126458 in the TNBC setting is warranted, especially for patients who are no longer responding to standard of care chemotherapeutics. This novel combination may have the potential to impact patient treatment decisions and improve patient outcomes.

## Data availability statement

All data are available upon publication. The scRNAseq data is available at the NCBI Gene Expression Omnibus: GSE174391.

## CRediT authorship contribution statement

**Narmeen S. Rashid:** Conceptualization, Methodology, Formal analysis, Investigation, Writing – original draft, Visualization. **Nicole S. Hairr:** Investigation, Writing – review & editing. **Graeme Murray:** Methodology, Formal analysis, Investigation, Writing – review & editing. **Amy L. Olex:** Software, Formal analysis, Data curation, Writing – review & editing. **Tess J. Leftwich:** Investigation, Writing – review & editing. **Jacqueline M. Grible:** Investigation, Writing – review & editing. **Jason Reed:** Resources, Supervision, Writing – review & editing. **Mikhail G. Dozmorov:** Software, Formal analysis, Writing – review & editing, Visualization, Supervision. **J. Chuck Harrell:** Conceptualization, Methodology, Resources, Writing – review & editing, Supervision, Project administration, Funding acquisition.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Identification of nuclear export inhibitor-based combination therapies in preclinical models of triple-negative breast cancer
**Source:** Transl Oncol. 2021 Oct 7;14(12):101235. doi: 10.1016/j.tranon.2021.101235
**Supplement:** Supplementary file 1

**Supplementary Information**

**Supplemental Table S1:** Drug doses used in combination assay shown in Figure 1.

| **Drug** | **HCC-1143 Dose (μM)** | **SUM-149 Dose (μM)** |
| --- | --- | --- |
| ABT-263 | 10.00 | 0.100 |
| Afatinib | 4.000 | 0.500 |
| Cobimetinib | 10.00 | 5.000 |
| Crizotinib | 3.000 | 3.000 |
| Dasatinib | 0.300 | 0.100 |
| Dovitinib | 0.500 | 0.500 |
| Ixazomib | 0.050 | 0.200 |
| Omipalisib | 0.100 | 10.00 |
| Selinexor | 0.050 | 0.300 |
| Sorafenib | 10.00 | 10.00 |

**Supplemental Table S2:** P-values for HSCLI experiments on a single cell suspension of UCD52 PDX cells. Significant values (p<.05) are bolded.

**Combination 1: KPT-330 + MLN9708**

|  | Vehicle | KPT-330 | MLN9708 | Combination |
| --- | --- | --- | --- | --- |
| Vehicle | - | - | - | - |
| KPT-330 | **1.10E-27** | - | - | - |
| MLN9708 | **.0038** | **8.90E-17** | - | - |
| Combination | **2.70E-53** | **6.12E-08** | **8.29E-38** | - |

**Combination 2: KPT-330 + GSK2126458**

|  | Vehicle | KPT-330 | GSK2126458 | Combination |
| --- | --- | --- | --- | --- |
| Vehicle | - | - | - | - |
| KPT-330 | **1.01E-33** | - | - | - |
| GSK2126458 | **9.21E-34** | 0.9632 | - | - |
| Combination | **1.56E-77** | **3.36E-11** | **1.71E-11** | - |

**Supplemental Table S3:** P-values for XPO1 expression in four basal-like TNBC PDXs as shown in Figure 4a. One-way ANOVA followed by post-hoc Tukey’s HSD (Honest Significant Difference) test was used to detect significant differences. Significant values (p<.05) are bolded.

| **PDX comparison** | **P-value** |
| --- | --- |
| HCI-001 vs. UCD52 | 0.7416 |
| HCI-001 vs. WHIM2 | **0.0076** |
| HCI-001 vs. WHIM30 | 0.8305 |
| UCD52 vs. WHIM2 | **0.0150** |
| UCD52 vs. WHIM30 | 0.2015 |
| WHIM2 vs. WHIM30 | **0.0011** |

**Supplemental Table S4:** Pearson’s correlation coefficients were calculated to assess the strength and relationship between XPO1 expression and MTOR expression in four basal-like TNBC PDXs. Significant values (p<.05) are bolded.

| **PDX** | **Sample Size (# of cells)** | **r** | **P-value** |
| --- | --- | --- | --- |
| HCI-001 | 614 | 0.2333 | **<0.0001** |
| UCD52 | 215 | 0.1633 | **0.0165** |
| WHIM2 | 303 | 0.2590 | **<0.0001** |
| WHIM30 | 550 | 0.3733 | **<0.0001** |

**Supplemental Table S5:** Pearson’s correlation coefficients were calculated to assess the strength and relationship between XPO1 expression and PIK3CA expression in four basal-like TNBC PDXs. Significant values (p<.05) are bolded.

| **PDX** | **Sample Size (# of cells)** | **r** | **P-value** |
| --- | --- | --- | --- |
| HCI-001 | 603 | 0.2557 | **<0.0001** |
| UCD52 | 481 | 0.2448 | **<0.0001** |
| WHIM2 | 107 | 0.1467 | 0.1316 |
| WHIM30 | 706 | 0.4752 | **<0.0001** |

**Supplemental Table S6:** Pearson’s correlation coefficients were calculated to assess the strength and relationship between XPO1 expression and MKI67 expression in four basal-like TNBC PDXs. Significant values (p<.05) are bolded.

| **PDX** | **Sample Size (# of cells)** | **r** | **P-value** |
| --- | --- | --- | --- |
| HCI-001 | 1131 | 0.2591 | **<0.0001** |
| UCD52 | 689 | 0.2450 | **<0.0001** |
| WHIM2 | 392 | 0.4209 | **<0.0001** |
| WHIM30 | 1241 | 0.3785 | **<0.0001** |

**Supplemental Table S7:** P-values for WHIM2 *in vivo* drug experiments shown in Figure 5a, c. *t*-tests were performed to compare tumor surface areas between all treatment conditions at the beginning of treatment and at the endpoint. *t*-tests were also performed to compare final tumor mass between all treatment conditions. Significant values (p<.05) are bolded.

| **Treatment group comparison** | **Tumor Growth**  **Day 1 Day 22** | | **Tumor Masses** |
| --- | --- | --- | --- |
| Untreated vs. KPT-330 | 0.6858 | **<0.0001** | **<0.0001** |
| Untreated vs. GSK2126458 | 0.3943 | **<0.0001** | **<0.0001** |
| Untreated vs. KPT+GSK | 0.7860 | **<0.0001** | **<0.0001** |
| KPT-330 vs. GSK2126458 | 0.5164 | 0.9002 | 0.3593 |
| KPT-330 vs. KPT+GSK | 0.8477 | **<0.0001** | **0.0045** |
| GSK2126458 vs. KPT+GSK | 0.4316 | **0.0007** | **0.0033** |

**Supplemental Table S8:** P-values for HCI-001 *in vivo* drug experiment shown in Figure 5b, d. *t*-tests were performed to compare tumor surface areas between all treatment conditions at the beginning of treatment and at the endpoint. *t*-tests were also performed to compare final tumor mass between all treatment conditions. Significant values (p<.05) are bolded.

| **Treatment group comparison** | **Tumor Growth**  **Day 1 Day 23** | | **Tumor Masses** |
| --- | --- | --- | --- |
| Untreated vs. KPT-330 | 0.3821 | 0.4966 | 0.0815 |
| Untreated vs. GSK2126458 | 0.9205 | 0.2403 | 0.1329 |
| Untreated vs. KPT+GSK | 0.1240 | **0.0073** | **0.0153** |
| KPT-330 vs. GSK2126458 | 0.3575 | 0.5112 | 0.6694 |
| KPT-330 vs. KPT+GSK | 0.0546 | **0.0064** | **0.0014** |
| GSK2126458 vs. KPT+GSK | 0.0597 | **0.0287** | **0.0200** |

**Supplemental Table S9:** P-values for XPO1 expression in different BRCA subtypes as shown in Figure 6c. One-way ANOVA followed by post-hoc Tukey’s HSD (Honest Significant Difference) test was used to detect significant differences. Significant values (p<.05) are bolded.

| **Subtype comparison** | **P-value** |
| --- | --- |
| Basal vs. HER2 | **0.0007** |
| Basal vs. LumA | **<0.0001** |
| Basal vs. LumB | **0.0004** |
| Basal vs. Normal | **<0.0001** |

**Supplemental Table S10:** P-values for XPO1 expression in different BRCA subtypes as shown in Figure 6d. A one-way ANOVA with multiple comparisons was performed to determine whether XPO1 expression is significantly higher in basal-like tumors compared to other BRCA subtypes. Significant values (p<.05) are bolded.

| **Subtype comparison** | **P-value** |
| --- | --- |
| Basal vs. Claudin | **0.0169** |
| Basal vs. HER2 | **0.0004** |
| Basal vs. LumA | **<0.0001** |
| Basal vs. LumB | 0.9843 |
| Basal vs. Normal | **0.0010** |

**Supplemental Figure S1.** **Dose responses of human basal-like cell lines to drugs of interest**. Graphs of cell viability (percent of vehicle) generated from luciferase-based imaging following treatment with increasing doses of the indicated drugs. Graphs only display cytotoxic doses, or doses that produced < 100% cell viability. Two independent experiments were performed in triplicate and averaged. Error bars depict ± SD.

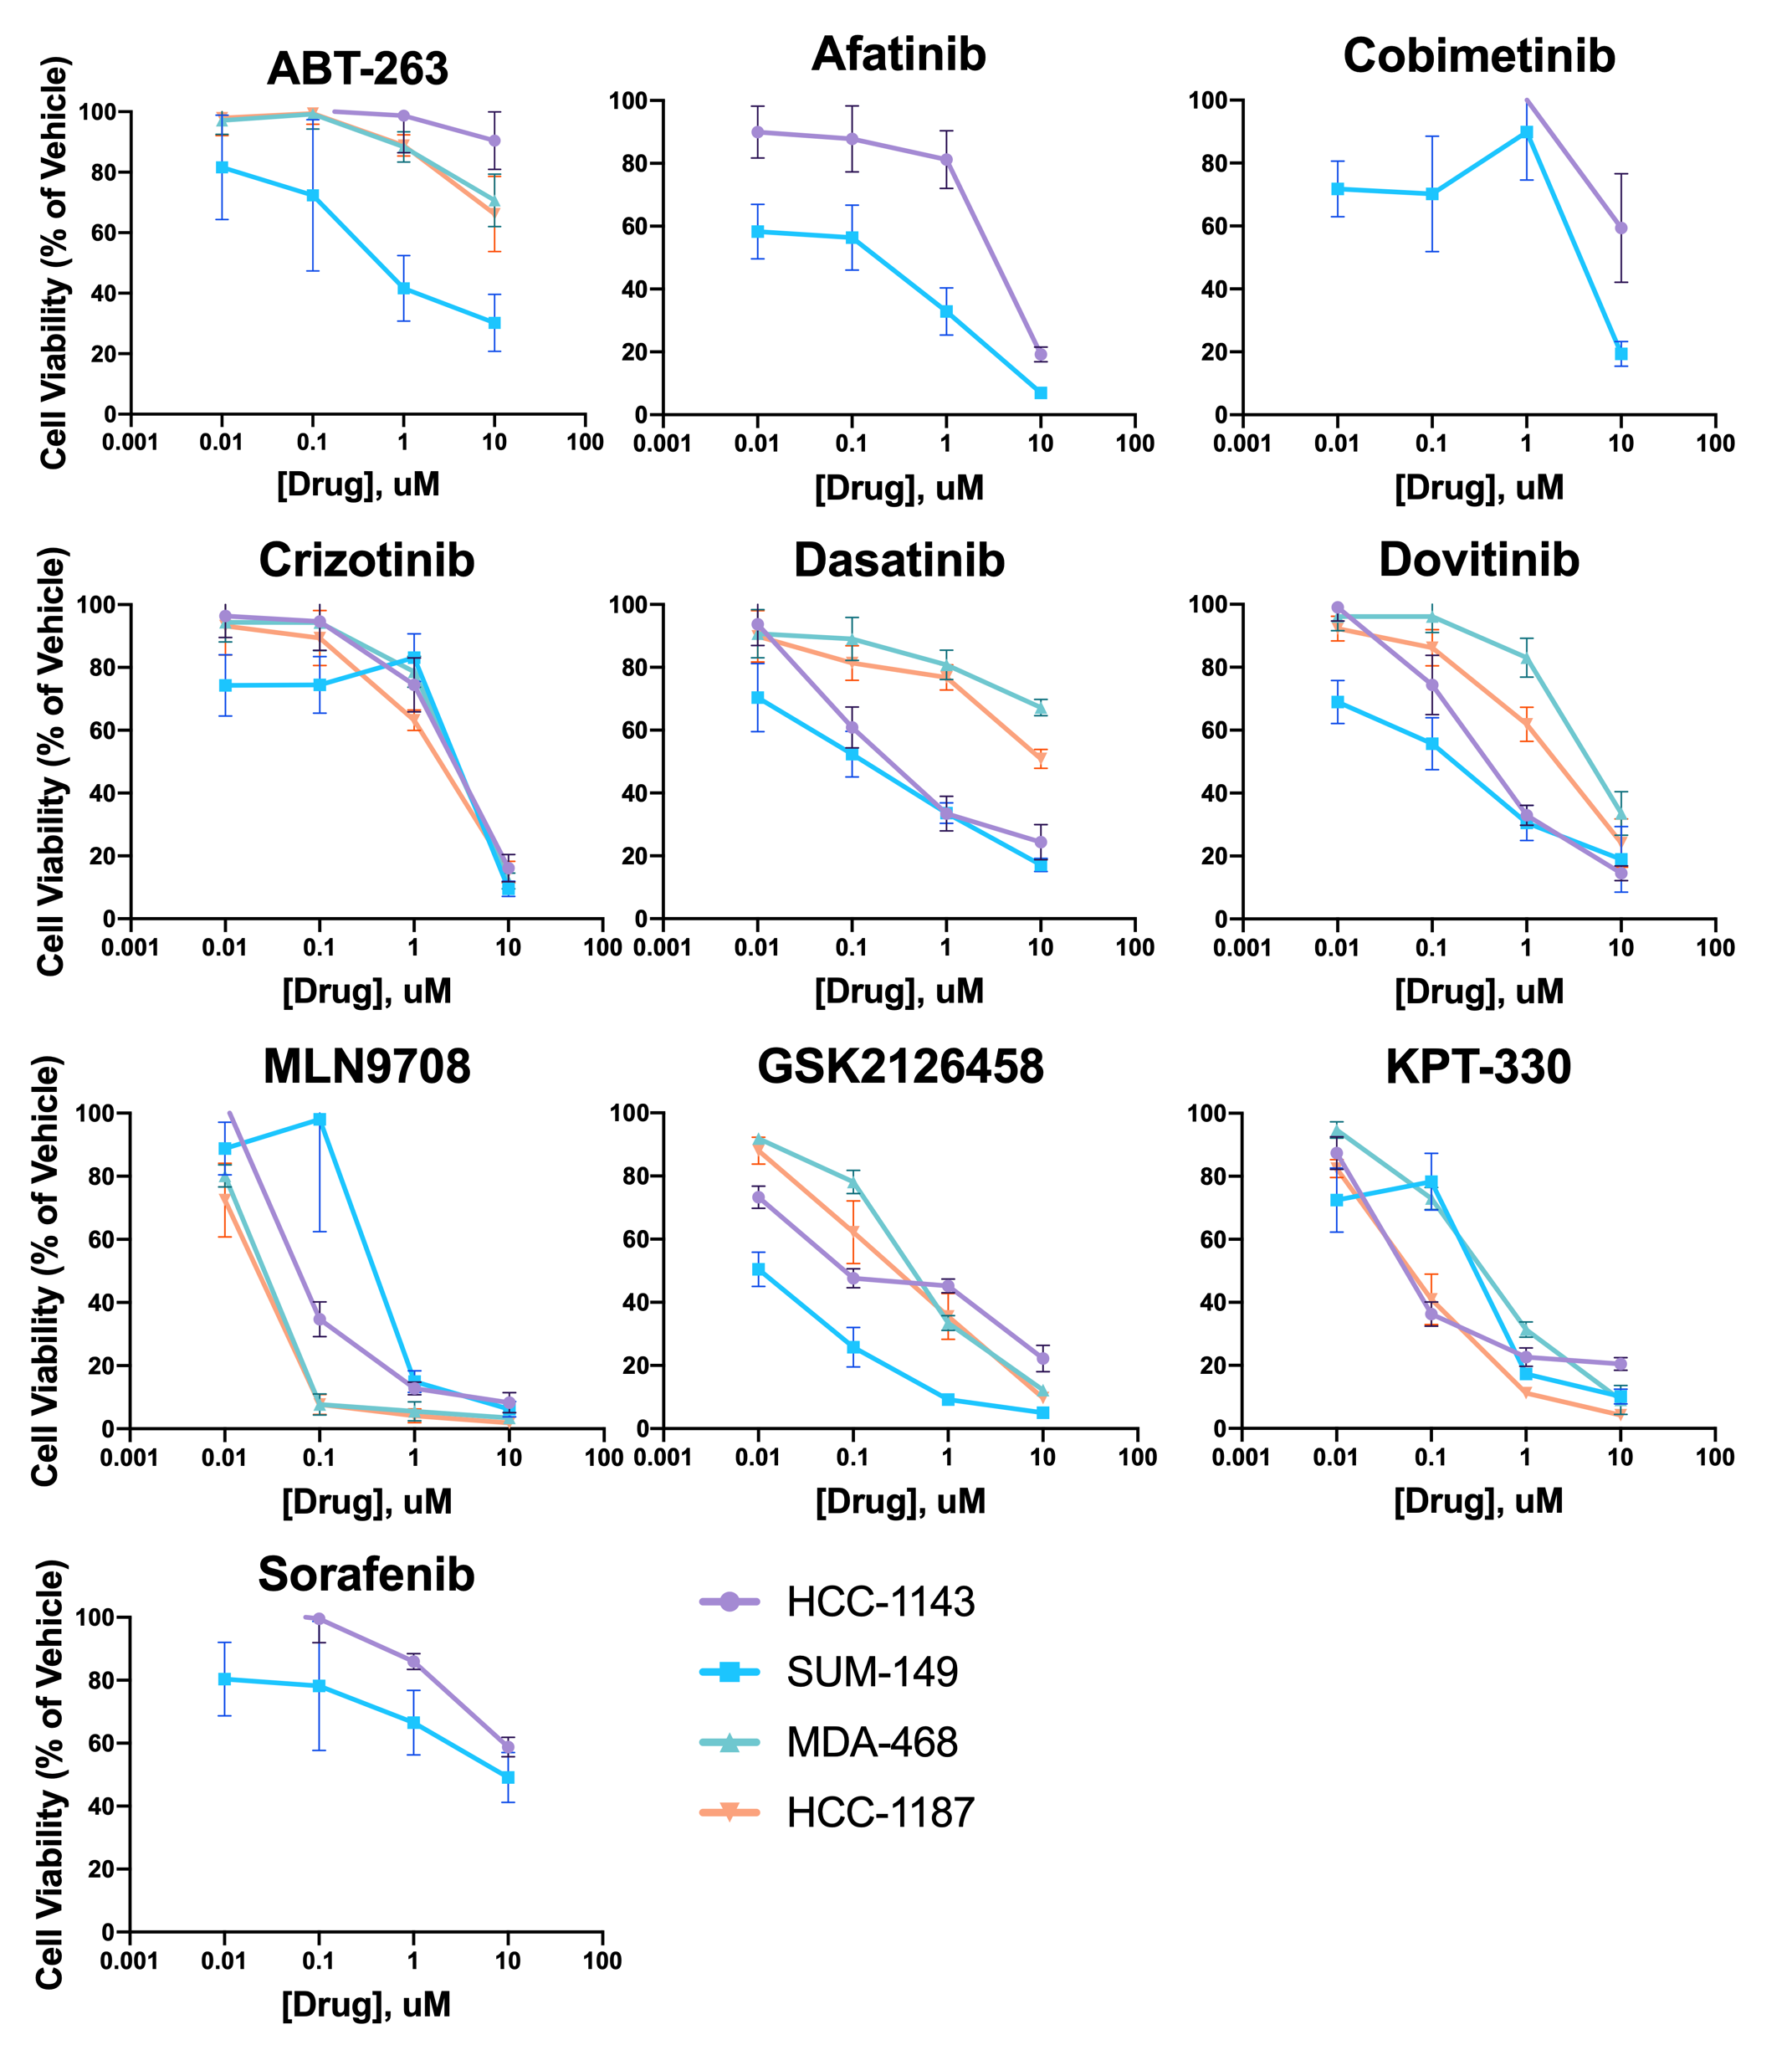

**Supplemental Figure S2.** Immunohistochemical staining of primary breast carcinomas reveals moderate to strong intensity staining for XPO1. This indicates positive, abundant XPO1 protein expression in primary breast tumors. Images available from the Human Protein Atlas ([v20.proteinatlas.org/ENSG00000082898-XPO1/pathology/breast+cancer](https://urldefense.com/v3/__http:/v20.proteinatlas.org/ENSG00000082898-XPO1/pathology/breast*cancer__;Kw!!JqxBPMk!0ARLVIc2ZJ9CPVCAPqREU9LfCQV2xoSSx4ujjgcochwGAxqwGvWwGJtDINePyJ8Fuw$)).

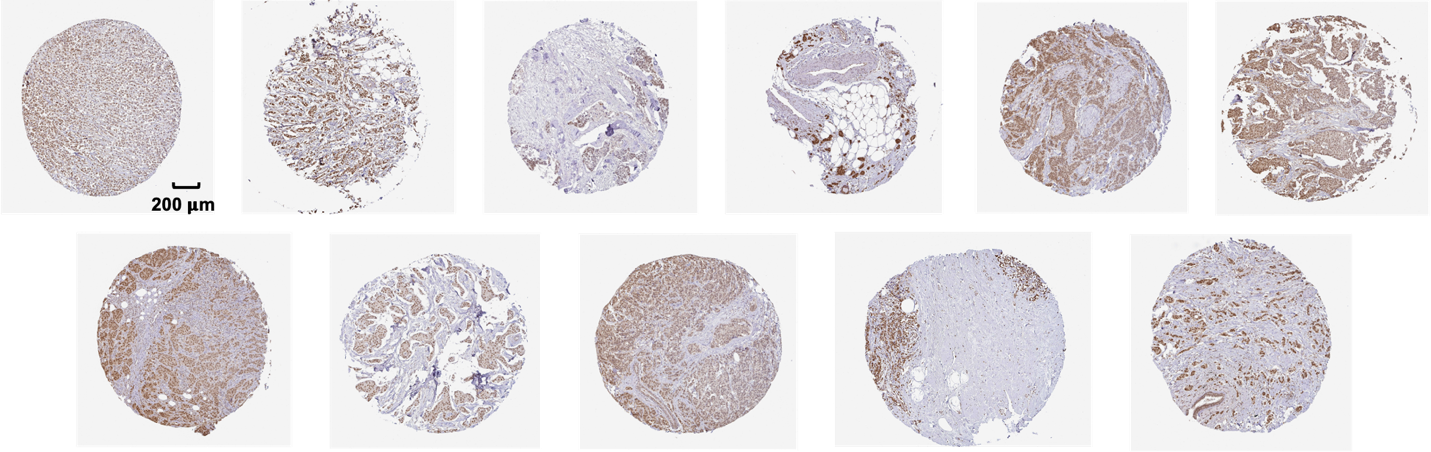

**Supplemental Figure S3.** Non-zero XPO1 expression values for single cells were plotted against non-zero single cell expression values for MKI67, revealing a significant positive correlation between XPO1 expression and MKI67 expression at the single cell level.

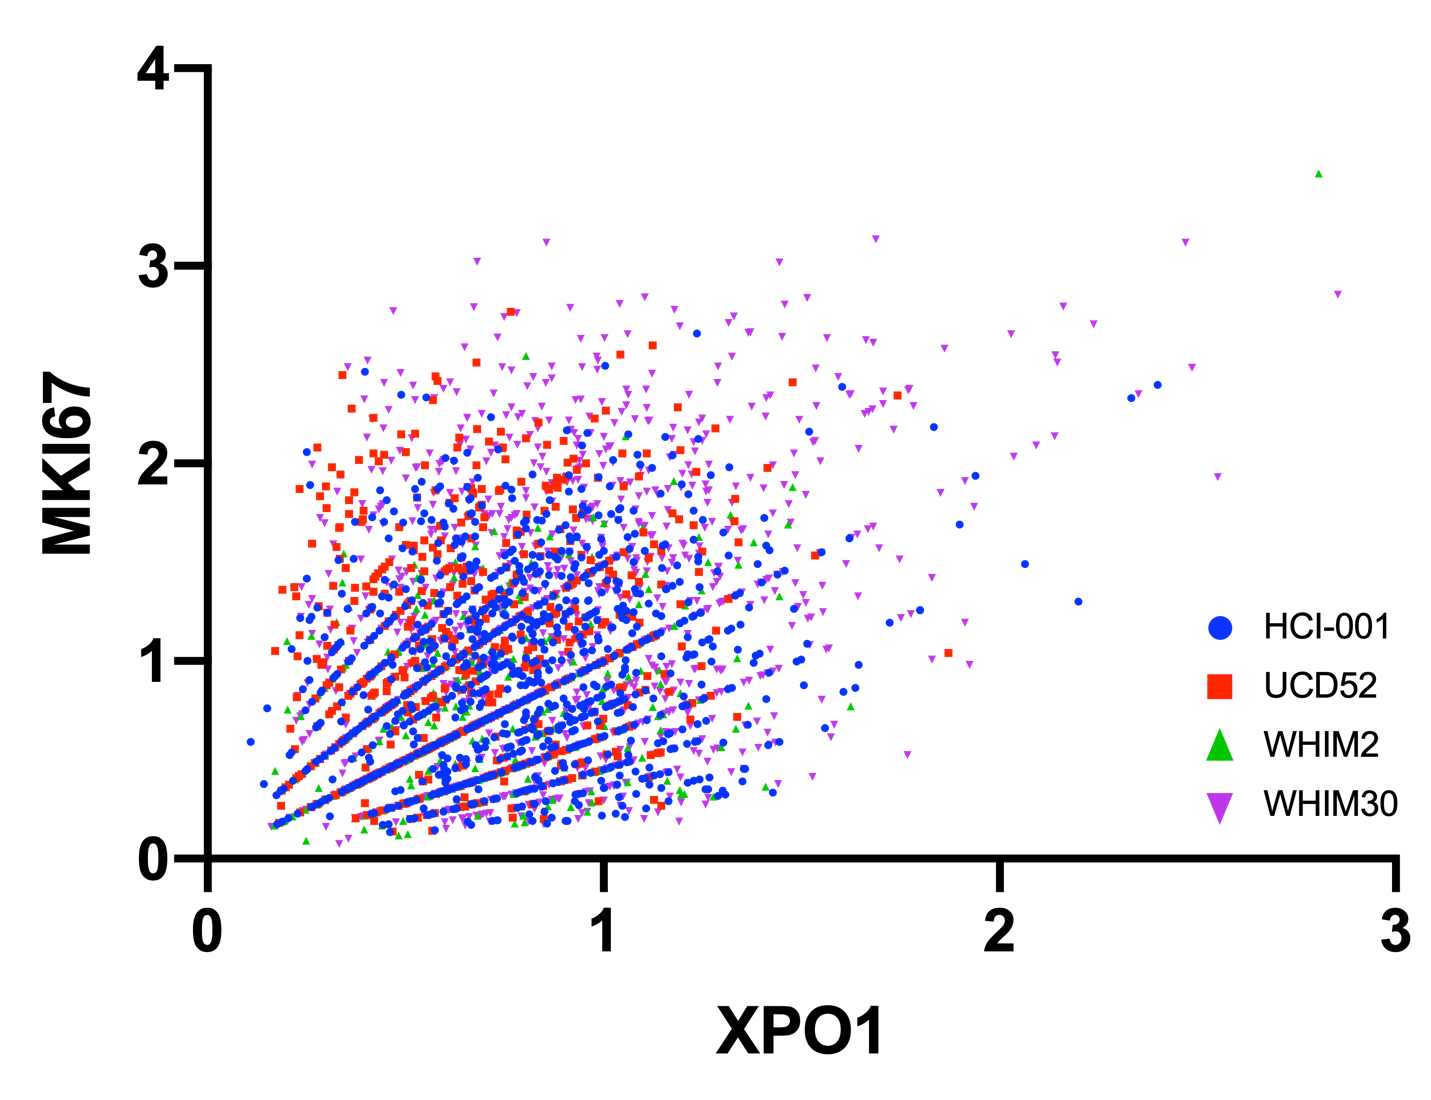

**Supplemental Figure S4.** Heatmap of an all-by-all Pearson's correlation coefficient analysis using normalized gene expression profiles for the PAM50 gene set across all 16,775 cells in the data set. Positive values (red) indicate that the expression of the two genes is positively correlated. Negative values (blue) indicate that the expression of the two genes is negatively correlated.

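In the all-cell correlation that such a heatmap plots, each cell gives 1 pair of normalized values per gene, zeros included, and cells of all 8 models are pooled. Over the 17452 deposited cells, the kinetochore gene CENPF had the highest r with XPO1 of the 50 PAM50 genes (0.250), followed by MKI67, the ubiquitin-conjugating enzyme UBE2C (0.227), the cytokinesis gene ANLN (0.214) and UBE2T (0.209). The lowest values were those of ACTR3B (−0.0259), the basal keratin KRT5 (−0.0135) and the transcription factor FOXC1 (−0.0131). Pooling mixes differences between models with those within them. Averaged within models, r was above 0 for ACTR3B (0.0147), KRT5 (0.0221) and FOXC1 (0.0615). Of the 39 genes outside the proliferation group, 31 had a pooled r above 0, with a median of 0.0428, and 36 averaged above 0 within models. A positive r was common among all genes: of the 14687 genes with a UMI in at least 1% of cells, 84.5% were positive, with a median of 0.0305. Within that distribution the 11 proliferation genes lay between the 98.4th and the 99.9th percentile. In counts thinned to 1500 UMIs, which takes out the depth of each cell, the median r within models was 0.0216 for the proliferation genes and 0.00182 for the others. These r values are across cells, which are not independent replicates.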

* denote genes associated with proliferation (Martín et al., 2013)

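The masses of WHIM2 tumors listed in the paper's supplementary spreadsheet were compared here between treatment groups with exact permutation tests of the difference of means. In mass at the end of treatment, WHIM2 tumors averaged 1.60 g ± 0.380 with vehicle (SD, n = 7 mice), 0.217 g ± 0.129 with KPT-330 (n = 6) and 0.157 g ± 0.0838 with GSK2126458 (n = 6). With both drugs they averaged 0.0248 g ± 0.0105 (SD, n = 6), and no tumor of this group was as heavy as any tumor of the single agents or vehicle. The exact two-sided permutation test gave p = 0.00216 for the combination against either single agent and p = 0.00117 against vehicle. The listed masses come from independent experiments, and the spreadsheet does not mark which mass belongs to which, so mice were pooled. By a note in the spreadsheet, mice with the largest and smallest tumors after treatment were kept alive and have no final mass. Tumors treated with MLN9708, a proteasome inhibitor, averaged 1.18 g ± 0.260 (n = 5), and those treated with KPT-330 and MLN9708 averaged 0.177 g ± 0.0727 (n = 6).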

**Supplemental Figure S5.** WHIM2 *in vivo* drug studies represented as independent experiments (*N* = 17, *N* = 30). * In the second experiment, the two mice with the largest and smallest tumors from each treatment cohort (with the exception of MLN9708-treated tumors which reached burden prior to the end of the study) were kept alive to assess long-term survival following treatment.

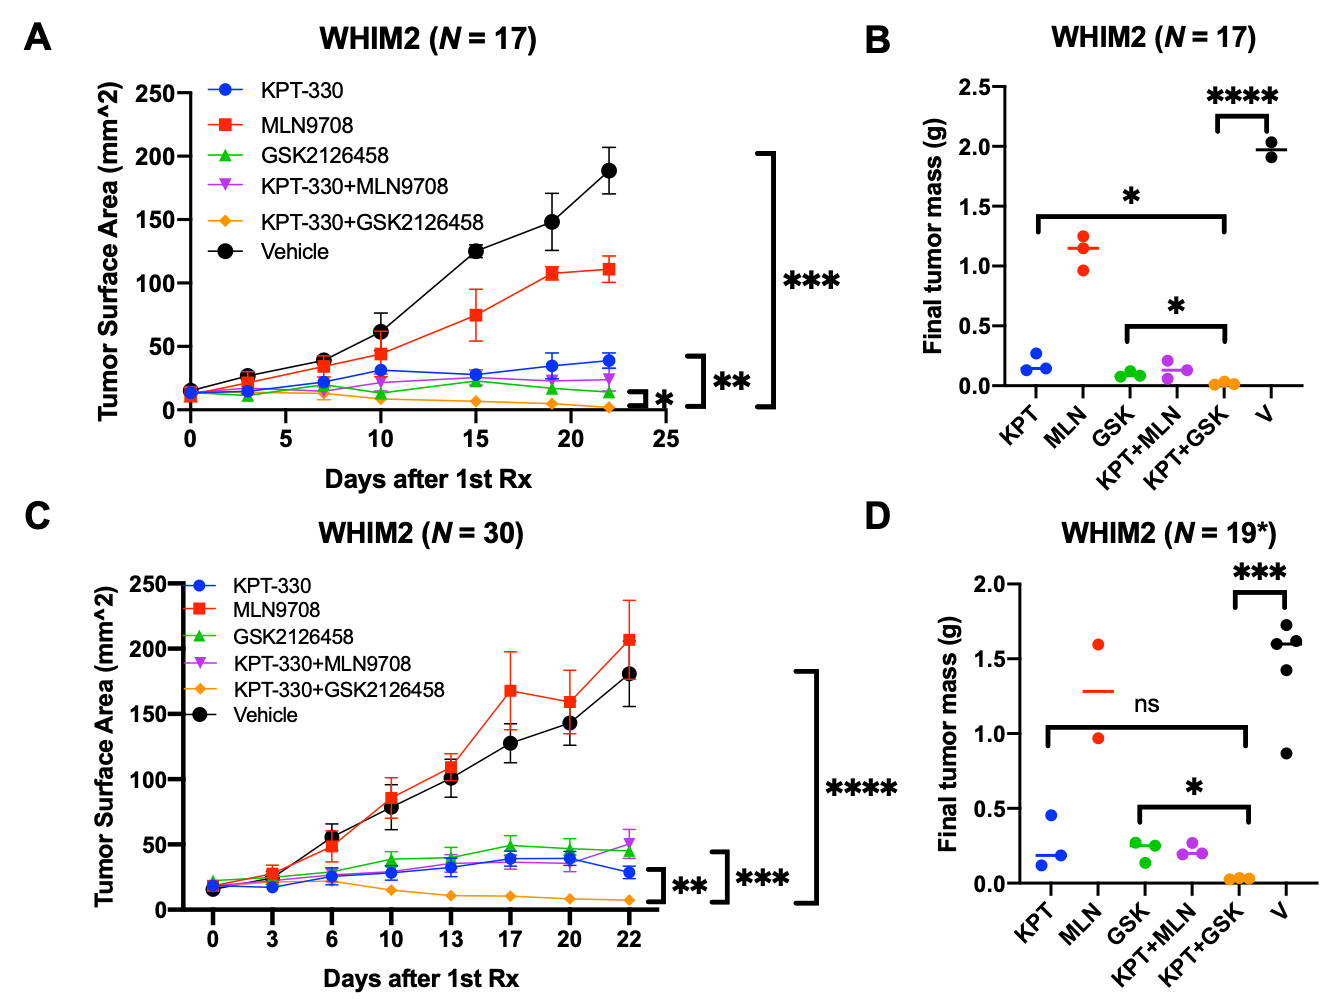

**Supplemental Figure S6.** *In vivo* drug studies were also performed on mice injected with UCD52 (*N* = 24) and WHIM30 (*N* = 16) mammary gland tumors in parallel to WHIM2 and HCI-001. Oral gavage appeared to inhibit UCD52 tumor growth, so treatment was stopped after 17 days, and vehicle tumors were allowed to grow to burden. Mice with WHIM30 tumors were treated for 28 days instead of 21 days in order to allow for vehicle tumors to reach burden. Drugs of interest demonstrated no significant antitumor activity as single agents on UCD52 or WHIM30 tumors. There is trending increased antitumor activity with combination therapy.

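In the masses listed in the supplementary spreadsheet, UCD52 tumors averaged 0.773 g ± 0.414 with vehicle, 0.457 g ± 0.0115 with KPT-330, 0.494 g ± 0.0532 with GSK2126458 and 0.186 g ± 0.126 with both (SD, n = 3 mice each). Every listed combination-treated UCD52 tumor was lighter than every listed tumor of the other 3 groups (exact two-sided permutation test, p = 0.1 each, the smallest p that 3 against 3 allow). The legend counts more UCD52 mice than have a listed mass. MLN9708 gave 0.553 g ± 0.0814 and MLN9708 with KPT-330 gave 0.640 g ± 0.104 (SD, n = 3 each). HCI-001 tumors averaged 0.450 g ± 0.204 with vehicle, 0.233 g ± 0.0386 with KPT-330, 0.255 g ± 0.0926 with GSK2126458 and 0.105 g ± 0.0238 with both (SD, n = 4 each). The combination differed from each of the others (exact permutation test, p = 0.029 each, the smallest p possible). WHIM30 tumors averaged 0.680 g ± 0.454 with vehicle, 0.395 g ± 0.267 with KPT-330, 0.170 g ± 0.136 with GSK2126458 and 0.123 g ± 0.0350 with both (SD, n = 4 each). In WHIM30 the combination differed from vehicle (exact permutation test, p = 0.029) but by less than the spread between mice from KPT-330 (exact permutation test, p = 0.143) and from GSK2126458 (exact permutation test, p = 0.686). With the difference of medians in place of means, the HCI-001 comparisons no longer passed (exact permutation test, p = 0.0857 each), nor did WHIM30 against vehicle (p = 0.0571). Without any 1 combination-treated mouse, differences of like size no longer passed in the smaller group, from −0.155 to −0.138 g against GSK2126458 (−0.15 g with all mice) and from −0.35 to −0.333 g against vehicle (−0.345 g) in HCI-001 (exact permutation test, p = 0.0571 each), and from −0.57 to −0.543 g against vehicle (−0.558 g) in WHIM30 (exact permutation test, p from 0.0571 to 0.0857). Without KPT-330 replicate 3, WHIM30 passed against KPT-330 (−0.388 g; exact permutation test, p = 0.029).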

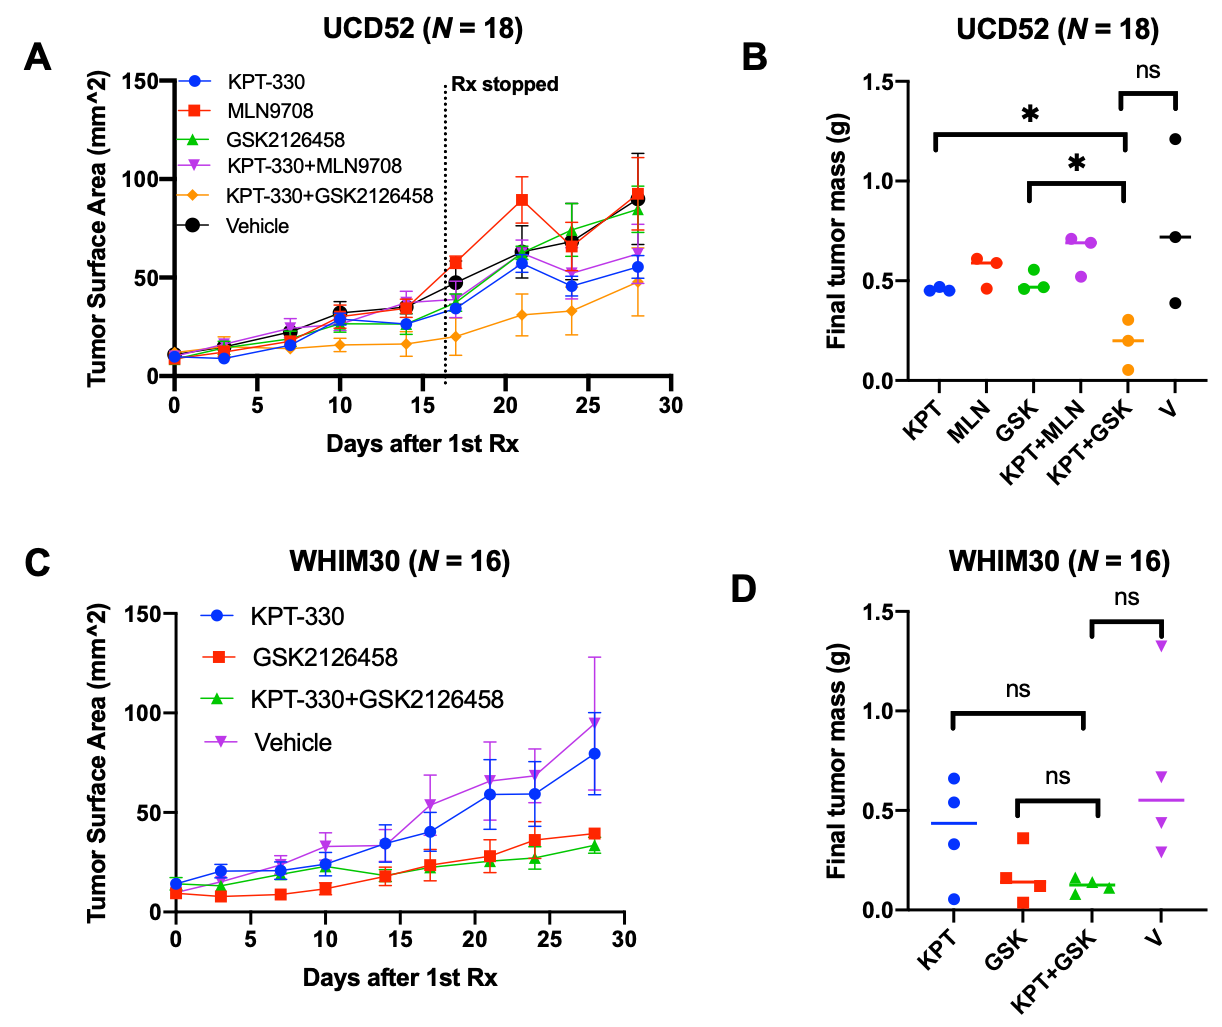

**Expanded Methods: scRNASeq Processing and Quality Control**

**Single-Cell RNA Sequencing**

Single-cell RNA sequencing was performed on four human basal-like TNBC cell lines- MDA468, HCC1143, HCC1187, and SUM149- and four human basal-like TNBC PDXs- HCI-001, WHIM2, WHIM30, and UCD52. Cell lines were harvested and re-suspended in PBS. PDXs were prepped into a single-cell suspension and re-suspended in HF buffer. Cell viability and count was assessed using the Countess 3 Automatic Cell Counter (Thermo Fisher Scientific). Single-cell RNA sequencing was performed using the Chromium Single Cell Gene Expression Kit (10X Genomics) and the provided protocol.

**Initial QC**

FastQC v0.11.8 (Andrews 2018) and MultiQC v1.7 (Ewels et al. 2016) were used for assessing read quality of the demultiplexed FastQ files received from the sequencing facility.

**Alignment and Barcode Filtering**

Samples were aligned and merged using the 10X Genomics CellRanger v3.1 software suite of tools, and dead/poor quality cell removal was done using an in-house R script utilizing the Seurat v3.1.5 package. To remove mouse cells, the PDX samples were additionally run through multiple rounds of alignment, barcode filtering, and conversion back to fastq format with CellRanger. Details of this process and a figure summarizing the workflow for PDX and TNBC samples is provided below.

*Step 1 -Initial alignment and human cell extraction:* Initial alignment was done using the 10X Genomics merged human and mouse genome (hg19mm10) for the PDX samples and the human genome (grch38) for the TNBC samples with the CellRanger “count” algorithm and the expected number of cells set to 5000. At this point, TNBC samples are moved to Step 2 while PDX samples undergo additional processing. Briefly, the resulting GEM file was used to identify the barcodes of all cells with the majority of reads aligning to the human genome only, thus filtering out poor quality cells, mouse cells, and multiplet cells for each sample as determined by the default filters of CellRanger. This list of barcodes was input into the CellRanger “subset-bam” algorithm in order to filter the aligned PDX BAM files to only those reads assigned to a valid human barcode. The filtered BAM file was then converted to a fastq file using the CellRanger script “bamtofastq”. These filtered fastq files were then re-aligned to the human (grch38) genome by CellRanger with the Force Cells option (instead of expected cells) being set to the same number of cells identified by the GEM file for each sample to turn off the default background filtering in the “count” algorithm (per correspondence with 10X support team). The resulting aligned data for the PDX samples was then moved to Step 2.

*Step 2 - Remove poor quality human cells:* We developed and ran an in-house R script using the Seurat package over the gene expression data from the human cells in all samples to identify those that may be dying, empty droplets, or multiplets. Thresholds for removing poor quality cells are calculated for each sample individually using the median absolute deviation (MAD). Dying cells are identified by assessing the percent of total mitochondrial gene expression in each sample. Any cell with a mitochondrial expression percent of more than 3 MADs above the median percent across all cells with < 50% mitochondrial expression in the sample were removed. Potential empty droplets or additional dying cells were identified by removing all cells where the number of genes identified (nFeature in Seurat) was less than 3 MADs below the median across all cells. Similarly, potential multiplets were identified by removing all cells that had a nFeature greater than 3 MADs above the median across all cells, or had an nCount (the number of unique molecules detected in a cell) greater than 3 MADs above the median across all cells. 

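Applied once more to the 17452 deposited cells, these limits remove 1197 cells and leave 16255, where the legend of Supplemental Figure S4 gives 16775. They remove 244 cells of HCI-001, 268 of UCD52, 96 of WHIM2 and 270 of WHIM30, and 25 of HCC-1143, 94 of HCC-1187, 109 of MDA-468 and 91 of SUM-149. The lower limit on genes per cell removed no cell of any of the 8 models. It fell below 0 in all 4 PDXs, and was 1279 genes in HCC-1143, 108 in HCC-1187, 1310 in MDA-468 and 732 in SUM-149, where the cells with the fewest genes had 1617, 1025, 1887 and 1685. The shallowest cells kept had 400 UMIs in HCI-001, 869 in UCD52, 59 in WHIM2 and 178 in WHIM30. The median share of mitochondrial UMIs was 12.6%, 9.15%, 17.9% and 5.13% in these PDXs, and 11.6%, 16.6%, 10.2% and 6.36% in HCC-1143, HCC-1187, MDA-468 and SUM-149.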

Output consisted of a list of barcodes for cells to keep and a list of barcodes for cells to remove. After filtering poor quality human cells, the list of barcodes to keep was input into the CellRanger “subset-bam” algorithm in order to filter the aligned BAM files for each sample followed by conversion to fastq files using the CellRanger script “bamtofastq”.

*Step 3 - Generate final filtered data set:* The fastq files generated from Step 2 were re-aligned to the GRCh38 reference genome using CellRanger with the Force Cells option set to the final number of cells remaining after filtering. The resulting output files from this alignment are those used in merging and other down-stream analyses.

**Sample Merging, Cell Clustering, and Gene Expression Analysis**

Once each sample had been aligned and filtered, the resulting feature matrix file from each was input into the CellRanger “aggr” algorithm to merge all three samples into a single CellRanger report formatted as a Loupe file. Cell clustering was done by the “aggr” pipeline using default settings. We used the 10X Loupe Cell Browser tool to visualize cell clusters and perform differential gene expression analyses across clusters.

Andrews, Simon. 2018. Babraham Bioinformatics - FastQC A Quality Control Tool for High Throughput Sequence Data. Babraham.

Ewels, Philip, Måns Magnusson, Sverker Lundin, and Max Käller. 2016. “MultiQC: Summarize Analysis Results for Multiple Tools and Samples in a Single Report.” Bioinformatics 32(19):3047–48.

How the deposited data were processed for this re-analysis (not part of the article)

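ScRNAseq libraries (10x Genomics 3′ kit) were analysed from 4 basal-like TNBC PDXs (HCI-001, UCD52, WHIM2 and WHIM30, PDX replicates 1 to 4) and 4 basal-like TNBC cell lines (HCC-1143, HCC-1187, MDA-468 and SUM-149, cell line replicates 1 to 4), with 1 library per model. The values are the UMI counts deposited by the authors, 59086898 entries above 0 for 33538 genes and 17452 cells in 1 matrix, whose cell barcodes end in the library number that the sample labels give. Of the Ensembl gene identifiers, 33113 matched GENCODE release 44, from which positions on GRCh38 were taken. The annotation release of the counts is not given in the sources used here. No column of values was left unmapped.

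The authors aligned reads with Cell Ranger 3.1 to GRCh38. For the PDXs they first aligned to a merged human and mouse genome and kept the reads of mostly human barcodes, a step that by the supplement also filtered out multiplets. In each library they removed cells above 3 MADs over the median in mitochondrial percent, genes or UMIs, or below 3 MADs under the median in genes, aligned the reads of the kept barcodes again, and merged the libraries with Cell Ranger's aggregation. That step can subsample the reads of deeper libraries, and whether it did is not given in the sources used here. The submitters' processing notes name bcl2fastq 2.17.1.14, FastQC 0.11.8, Cell Ranger 3.1 and Seurat 4, whereas the supplement describes the cell filter as based on an earlier Seurat release. The supplement's merging step speaks of fewer samples than the 8 merged here. A field of the labels classes the cell lines as patient tumors, while the sample titles and the paper name them as cell lines. The paper's 8 samples and its classes were used.

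Values per cell are the natural log of 1 + 10000 × UMIs / total UMIs. A cell was thinned by drawing 1500 of its UMIs without replacement with a fixed seed, a depth set by a rule fixed in advance, and 750 and 5000 UMIs were alternatives. CPM values are UMIs of a gene scaled to an equal total for every sum of cells. Shares carry 95% Wilson intervals, which cover the sampling of cells only. XPO1-high cells lay more than 2 SDs above the mean of their model. Correlations are Pearson's r across cells with a UMI of both genes, averaged over models on the Fisher z scale for the tests and alternatives and as plain means ± SD beside the single values. For each model, 1000 genes were drawn from the 2000 nearest to the partner gene in mean expression, each with at least 20 cells positive for it and XPO1. Phases were assigned with Seurat 5.3.0 from its S and G2M gene lists on all cells together.

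For tests across genes, UMIs were summed per model, or per model and XPO1 status after thinning, filtered with filterByExpr, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit, glmQLFTest; R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparison of cells with and without an XPO1 UMI pairs both sums of each model, since they come from the same library, and the model was a block by design. XPO1 itself was taken out of it. The interaction term of status and model type tested whether the association with XPO1 differs between PDXs and cell lines. Gene lists were tested with camera (limma 3.58.1) at its preset correlation of 0.01 and at an estimated correlation. DESeq2 1.42.0 was the other tool. Differences between groups of models or mice in 1 value were tested by exact permutation (70 regroupings of 4 against 4), and paired differences by exact sign flips (256 patterns for 8 models), all two-sided. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Masses of tumors come from the paper's supplementary spreadsheet.

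The edgeR step was tested on simulated counts with changed genes. For the comparison by XPO1 status (8089 genes) it recovered 70.1% of genes changed 1.5-fold, 92.5% of those changed 2-fold and 89.4% of those changed 4-fold, with 9 false calls. For PDXs against cell lines (14810 genes), where models of 1 group differ widely, it recovered 0% at each of these sizes.

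Before the data were examined, the mapping of samples, the tests, the alternatives, the gene lists and the rule for named genes were fixed, unless a later choice is named as such. The lists are the PAM50 proliferation genes, all PAM50 genes, karyopherins and the Ran cycle, nucleoporins, the PI3K/mTOR pathway, S phase genes, G2M phase genes, proteasome subunits, hypoxia response, cholesterol synthesis, interferon response, immediate early and dissociation stress genes, basal epithelial, luminal epithelial and mesenchymal markers, MHC class I and class II presentation, markers of immune cells, fibroblasts, endothelial cells, erythroid cells and adipocytes, mitochondrially encoded mRNAs, nuclear-retained RNAs and the targets of the 10 drugs. Named genes are, per comparison, up to 12 in each direction with the largest log2 fold change among those past the threshold with at least 10 CPM and the same direction in every model (or no overlap between groups), up to 4 genes of each list with the smallest p, and the genes that the paper names. Genes of single PAM50 correlations were named by rank after their values were seen. The alternatives were DESeq2, RLE in place of TMM scaling, no filter on low counts, the authors' cell filter applied again, other thinning depths and seeds, other limits for XPO1-high cells, partial correlations, all cells with zeros included, values without the log, phases scored per model or on thinned counts, G1 cells only, each group of models alone, and each replicate left out in turn. Thinning to 5000 UMIs, cells with at least 5000 UMIs, Fano factors at that depth, another seed for the variation of XPO1, each group alone for the results by phase, leaving out PDXs for XPO1-high cells, leaving out models or subtracting the median r of like-expressed genes for the MKI67 r difference, fold changes in G1 over the genes kept by the filter, regroupings by the unadjusted count and DESeq2 for the interaction were added after the data were examined. No clusters were named, no doublet caller was run on the deposited counts, and XIST and genes of the Y chromosome were left out of all results.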

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

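Of the tests below, the fold changes in G1 over the genes kept by the filter, the comparison of r with like-expressed genes between groups, the use of Poisson draws as a test of the XPO1-high tail, the counts thinned to 5000 UMIs and the differences of r between PDXs and cell lines were chosen only after the results they test were seen.

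The paper reports r for the PDXs, and the cell lines gave positive means as well: 0.201 ± 0.107 for XPO1 with MTOR, 0.183 ± 0.188 with PIK3CA and 0.165 ± 0.0502 with MKI67 (SD, n = 4 cell lines). Only for MKI67 did PDXs and cell lines differ, by 0.127 (exact permutation test, p = 0.029, the smallest p possible; p = 0.4 for MTOR and 0.0857 for PIK3CA), and without WHIM2, WHIM30 or MDA-468 this difference was 0.127, 0.104 or 0.107 and no longer passed (exact permutation test, p = 0.0571 each). The median r of genes expressed like MKI67 differed as much, 0.213 in the PDXs against 0.0800 in the cell lines (exact permutation test, p = 0.029), MKI67 lay above their middle 95% in 0 of 4 PDXs and 2 of 4 cell lines, and after subtraction of that median the difference was −0.00585 (exact permutation test, p = 1).

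The paper gives correlations of XPO1 with MTOR, PIK3CA and the PAM50 genes. Over all genes, between cells with and without an XPO1 UMI, 189 of 8089 genes differed by edgeR (19 higher, 170 lower; 46 with DESeq2; 23 higher and 71 lower with RLE scaling; 203 higher and 402 lower of 11166 at 5000 UMIs). Swapping the XPO1 status within models gave at most 48 calls otherwise, and 1 of 100 swaps, the real one, reached 189, which argues against chance. Sets of randomly chosen cells of the same number gave between 0 and 8 calls in 10 draws.

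In the test of whether a gene's change with XPO1 status differs between PDXs and cell lines, 0 genes passed edgeR (433 at an unadjusted p under 0.05) and 0 DESeq2 (103 unadjusted), 3 with RLE scaling and 18 at 5000 UMIs, while 7 lists passed by camera at its preset correlation. The change was more positive in the PDXs for the PAM50 proliferation genes (median difference of log2 fold changes 0.40, adjusted p = 3.37e-08), all PAM50 genes (0.16, adjusted p = 0.00672), S phase genes (0.23, adjusted p = 0.00127) and G2M phase genes (0.28, adjusted p = 1.26e-10). It was more negative for hypoxia response (−0.32, adjusted p = 0.00161), immediate early and dissociation stress genes (−0.067, adjusted p = 0.0246) and mesenchymal markers (−0.29, adjusted p = 0.000738). None of the 7 held with an estimated correlation (adjusted p from 0.0906 to 0.529 with an estimated correlation).

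Of 40 groups of 4 models tested for a model far from the others, 2 held one, and chance gives about 1 in 20 such groups. The log2 ratio of XPO1 in S over G1 cells was 0.75 in SUM-149, with the other cell lines between 0.37 and 0.41. In HCI-001, 42.4% of the cells were in G1, with the other PDXs between 69.9% and 73.2%.

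Division of both counts by the same cell total may produce the positive r of XPO1 with MTOR and PIK3CA. It predicts that like-expressed genes reach the same r, which they did for MTOR in 4 of 4 PDXs and for PIK3CA in all but WHIM30, and that the partial r loses most of the mean r averaged on the Fisher z scale, which it did, from 0.277 to 0.111 for MTOR and from 0.406 to 0.187 for PIK3CA. For MKI67 the planned test was undecided. Like-expressed genes also reached its r in 4 of 4 PDXs, as division predicts, but the partial r (0.228) kept most of 0.293. No partial r of like-expressed genes was computed to set beside it. In counts thinned to the planned 1500 UMIs the mean r was 0.0527 (exact sign-flip test, p = 0.25), with WHIM2 at −0.0110. Counts thinned to 5000 UMIs, a depth chosen after the result was seen, are not divided by a total. They gave a mean r of 0.120, above the middle 95% of like-expressed genes in 3 of 4 PDXs. Only these later counts argue against division as the whole cause for MKI67. For MTOR and PIK3CA the same counts gave 0.00696 and 0.0380, above like-expressed genes in none of the PDXs, so a relation beyond the division is left open by the partial r, above 0 for both, and for PIK3CA by WHIM30. The design holds no condition within a PDX, so no biological explanation was tested.

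The tail of cells with the highest normalized XPO1 in each PDX may come from sampling few UMIs. With 1 XPO1 rate for all cells of a PDX, Poisson draws gave a share of XPO1-high cells whose range held the measured share in 4 of 4 PDXs, as sampling predicts. The planned measure of shallow cells was undecided. XPO1-high cells had a median depth below that of the other cells divided by 2 in 2 of 4 PDXs (HCI-001 and WHIM30), short of most. Their median depth was, however, lower in all 4 PDXs. Cells under 5000 UMIs, a limit chosen after, made up 57.6%, 31.2%, 41.4% and 83.1% of XPO1-high cells in HCI-001, UCD52, WHIM2 and WHIM30. Among all cells they made up 18.6%, 7.54%, 18.9% and 35.0%. Shallow cells were thus over-represented in the tail of every PDX. The mean share fell from 2.87% to 1.17% above the median + 3 MADs and to 0.0109% beyond Poisson sampling. With so few XPO1 UMIs per cell, the last limit can miss cells with a moderate excess. No biological explanation was tested. Other values go against 1 XPO1 rate for all cells of a PDX. XPO1 was higher in G2M than in G1 cells of each PDX (log2 ratios from 0.48 to 0.89). At 5000 UMIs its variation beyond Poisson sampling lay above 0 in each PDX (from 0.0200 to 0.295). The draws therefore do not show that all cells express XPO1 alike. How many cells of the tail truly express more XPO1 was not resolved at this depth.

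The rise of the PAM50 proliferation genes in cells with an XPO1 UMI may follow cell-cycle phase, since XPO1 was higher in G2M. Over the genes kept by the filter on low counts, their mean log2 fold change was 0.034 among G1 cells against 0.20 among all cells, and 0.055 against 0.26 at 5000 UMIs. Without that filter it was −0.073 against 0.097, and at 5000 UMIs 0.025 (SD 0.15 over the 11 genes) against 0.24 (SD 0.084). The explanation cannot be told apart from a relation within phases, because 8 of the 11 genes are among those that assign the phases and are held low in G1 by that choice. For the other 3 genes the values were −0.12 among G1 cells against 0.20 among all with the filter (0.091 against 0.23 at 5000 UMIs), and −0.22 against 0.10 without it (0.064 against 0.21).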

How the results depend on the processing

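The settings that use 5000 UMIs, another seed for the variation of XPO1, PDXs or cell lines alone for XPO1 in G2M over G1, PDXs left out for XPO1-high cells, r differences between groups and DESeq2 for the interaction were chosen only after the data were examined. For every change given here the cause was not tested. With 4 models per group, exact permutation tests of PDXs against cell lines cannot go below p = 0.029 and exact sign-flip tests within 4 PDXs not below 0.13, and depth limits the values at 1500 UMIs per cell, where an XPO1-positive cell mostly carries 1 UMI. No paired analysis was possible because PDX and cell line replicates of the same number are different models, while cells with and without an XPO1 UMI were already paired by model.

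The share of XPO1-positive cells (differences from −17.3 to −1.92 percentage points), XPO1 in PDXs against cell lines (log2 fold changes from −0.58 to −0.27) and the 11 positive PAM50 proliferation genes kept direction and side of the threshold in 13 of 13 settings each, as did the WHIM2 masses in all of theirs. The UCD52 masses kept their direction, but 3 mice against 3 cannot go below p = 0.1 in an exact permutation test.

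The difference in variation of XPO1 reversed with the SD over all cells (0.0318) and over positive cells (0.0648), another random seed (0.00607), the authors' filter applied again (0.0252), 5000 UMIs (0.0829) and the Fano factor at 5000 UMIs (0.0157), and stood at −0.179 at 750 UMIs. Leaving out 1 model gave −0.119 to 0.117, above 0 without UCD52 (0.117), WHIM2 (0.00846) or SUM-149 (0.0729). The mean share of XPO1-high cells was 1.17% above the median + 3 MADs and 0.0109% beyond Poisson sampling.

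For MTOR the mean r moved to 0.0554 over all cells, 0.111 as partial r, 0.0143 in thinned counts and 0.00696 at 5000 UMIs. For PIK3CA it moved to 0.0688, 0.187, 0.00884 and 0.0380 under these settings, to 0.289 in cells with at least 5000 UMIs and to 0.60 without the log. For MKI67 it moved to 0.222, 0.228, 0.0527 and 0.120 under the first 4. The MKI67 difference between PDXs and cell lines no longer passed over all cells (0.0339), in cells with at least 5000 UMIs (0.0842), as partial r (0.0831), in thinned counts (0.00390) or at 5000 UMIs (0.0200), turned to −0.00585 after subtraction of the median r of like-expressed genes (chosen after the data were examined), and leaving out 1 model gave 0.104 to 0.146.

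The G2M difference of XPO1-high cells passed with at least 1 thinned XPO1 UMI against none (6.35), phases on thinned counts (8.10) and the top 10% by thinned XPO1 count (5.86 percentage points; exact sign-flip test, p = 0.0156). XPO1 in G2M over G1 stood at 0.70 in the 4 PDXs and 0.58 in the 4 cell lines alone, where 4 models cannot pass.

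DESeq2 called 625 genes between PDXs and cell lines against 0 by edgeR. By XPO1 status, 189 genes became 84 in the PDXs alone (480 at 5000 UMIs), 14 in the cell lines alone (119 at 5000 UMIs), 46 with DESeq2, 94 with RLE scaling, 103 with at least 2 XPO1 UMIs against 0, 46 at 750 UMIs, 565 without the low-count filter, 36 in G1 cells and 605 at 5000 UMIs. Another seed gave 187, of which 107 were shared with the 189. Leaving out 1 model gave 107 to 183, the 107 without WHIM30. The interaction counted 3 genes with RLE scaling, 18 at 5000 UMIs and 0 to 3 with 1 model left out (1 without HCI-001, 3 without WHIM2, 1 without WHIM30).

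In HCI-001 the combination no longer passed by medians (−0.12 g against KPT-330, −0.165 against GSK2126458, −0.285 against vehicle), and leaving out 1 mouse gave −0.142 to −0.115, −0.192 to −0.125 and −0.408 to −0.248. Without combination replicate 1, 2, 3 or 4 it no longer passed against GSK2126458 (−0.155, −0.138, −0.155 and −0.152) or vehicle (−0.35, −0.333, −0.35 and −0.347; exact permutation test, p = 0.0571 each). In WHIM30 the medians against vehicle differed by −0.43, and leaving out 1 mouse gave −0.388 to −0.184 against KPT-330, −0.0908 to 0.0158 against GSK2126458 (above 0 without GSK2126458 replicate 1) and −0.688 to −0.344 against vehicle (−0.344 without vehicle replicate 3). Without KPT-330 replicate 3 the difference from KPT-330 passed (−0.388; exact permutation test, p = 0.029), and without combination replicate 1, 2, 3 or 4 that from vehicle no longer did (−0.553, −0.57, −0.543 and −0.563; exact permutation test, p from 0.0571 to 0.0857).

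Of 39 genes named by XPO1 status, 37 were called, 27 of these never changed direction and 0 were called in every setting. Without WHIM30 21 of the 37 lost their call, without UCD52 14, with another seed 22, in the PDXs alone 20, in G1 cells 25 of the 30 tested there (at 5000 UMIs 24 of 37), with at least 2 XPO1 UMIs 25 of 36, at 750 UMIs 28 of 33, and in the cell lines alone 30 of 36 (at 5000 UMIs 20 of 37), beside those that changed direction. Direction reversed at 5000 UMIs for C11orf58 (0.0066), HSCB (0.090) and MTOR (−0.080), in PDXs at 5000 UMIs for C11orf58 (0.078) and MTOR (−0.11), in G1 cells at 5000 UMIs for CETN2 (0.012), HSCB (0.14) and MTOR (−0.12), and in cell lines for NDRG1 (0.14), VIM (0.032) and MTOR (−0.16). In cell lines at 5000 UMIs it did for EGR1 (0.12), HSCB (0.22), IFI6 (0.10), JUN (0.046), NDRG1 (0.21), OSBPL2 (−0.069), PIK3CA (−0.23) and MTOR (−0.049). With at least 2 XPO1 UMIs it did for OSBPL2 (−0.20), PIK3CA (−0.29) and MTOR (−0.68), at 750 UMIs for OSBPL2 (−0.21) and RAD21 (−0.0038), with another seed for MTOR (−0.13) and without the filter for MTOR (−0.026). The 11 genes followed across settings between PDXs and cell lines reversed in no setting, and 0 of them were called by edgeR in the main setting. They have no overlap between the groups, so leaving out 1 model cannot turn their direction. Their constant direction is therefore no test of these genes.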

Differences from the paper's values

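Of the 12 correlations that the paper tabulates for the PDXs, 8 lie within the error of the values found here and 4 do not. The paper's p-values take cells as replicates, whereas the tests here take models. Its counts of cells with both genes were all above those found here, by ratios from 1.00 to 1.5, and it counts 16775 cells where the deposited matrix holds 17452. The alternatives named were set before the data were examined, except those given as chosen after seeing the values.

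For XPO1 and MTOR in HCI-001, the paper's r is 0.2333 and the value found here is 0.322. The partial r (0.149) and the authors' filter applied again (0.283) no longer differ from the paper's value, while all cells with zeros included, thinned counts and values without the log still do. For XPO1 and PIK3CA in HCI-001, the paper's r is 0.2557 and the value found here 0.438, and only the partial r (0.201) no longer differs. For XPO1 and PIK3CA in WHIM2, the paper's r is 0.1467 and the value found here 0.404. The partial r (0.225) and all cells with zeros included (0.116) no longer differ, while thinned counts, the filter applied again and values without the log do. For XPO1 and MKI67 in WHIM2, the paper's r is 0.4209 and the value found here 0.294, and no alternative set before the data were examined reaches it. In cells with both genes and at least 5000 UMIs, a setting chosen after seeing the values, r no longer differs from the paper's for MTOR in HCI-001 (0.294, 448 cells), PIK3CA in HCI-001 (0.288, 398 cells) and PIK3CA in WHIM2 (0.267, 83 cells), and still does for MKI67 in WHIM2 (0.290, 364 cells), while 12 of the paper's 12 positive correlations keep an interval above 0. Under this setting 4 correlations that otherwise lie within the error come to differ from the paper's values.

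The paper describes XPO1 expression as more heterogeneous within PDXs than within cell lines. At equal depth, the variation beyond Poisson sampling differed by −0.0239 (PDXs minus cell lines, exact permutation test, p = 0.857). On the log scale used here, the SD across cells was higher in the PDXs by 0.0318 over all cells and by 0.0648 over cells with an XPO1 UMI. The paper does not state its own scale. The difference at equal depth was above 0 with the authors' filter applied again (0.0252) and, in settings chosen after seeing the values, with another random seed (0.00607), at 5000 UMIs (0.0829) and as the Fano factor at 5000 UMIs (0.0157), but none of these passed (exact permutation test, p from 0.257 to 0.943). In cells with at least 5000 UMIs, likewise chosen after, the SD on the log scale was lower in the PDXs (−0.0314; exact permutation test, p = 0.2).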

Other observations

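The tests at 5000 UMIs and the splits by unadjusted count were chosen only after the data were examined. In cells with an XPO1 UMI, most of the 189 genes past edgeR's threshold were lower (170 of 189; with RLE scaling 71 of 94, and at 5000 UMIs 402 of 605), beside a median log2 fold change of −0.044 over all 8089 genes, where randomly chosen cells of the same number gave medians from −0.034 to −0.027. The largest falls seen in all 8 models were those of HSCB, a co-chaperone of iron-sulfur cluster assembly (−0.88), FBXO32, a ubiquitin ligase subunit (−0.48), the stress keratin KRT16 (−0.45, standard error 0.061, adjusted p = 2.44e-09 from edgeR), CETN2 of the centrosome (−0.35), SAT1 of polyamine catabolism (−0.34), SELENOM (−0.30), C11orf58 (−0.27), PCSK1N (−0.26), MRPL55 (−0.26), the protease inhibitor CSTB (−0.26), CCNL1 (−0.25) and the ferritin light chain FTL (−0.24). Higher in all 8 models were the lipid-binding OSBPL2 (0.53, standard error 0.15, adjusted p = 0.0289 from edgeR) and the cohesin subunit RAD21 (0.19, standard error 0.054, adjusted p = 0.0246). HSCB, C11orf58, CETN2, OSBPL2 and RAD21 reversed under other settings, as did NDRG1 and VIM in the cell lines alone and EGR1, IFI6 and JUN in the cell lines at 5000 UMIs, and at 5000 UMIs HSCB, CETN2, SELENOM, C11orf58, MRPL55, CCNL1, OSBPL2, EGR1, LDHA and MT-ND5 did not pass. Of 82 ribosomal protein genes 58 were lower (median −0.13), 25 with RLE scaling (median −0.085) and 59 at 5000 UMIs. Luminal epithelial markers fell in 4 of 13 (7 over the list alone; KRT19 −0.22, KRT18 −0.15, CD24 −0.14), with camera adjusted p = 7.93e-08 and adjusted p = 0.0472 with an estimated correlation. Basal epithelial markers fell in 3 of 14 (5 when adjusted over the list alone; KRT6A −0.61), with camera adjusted p = 0.0176 and 0.205 with an estimated correlation. Hypoxia response genes fell in 3 of 14 (6 over the list alone; NDRG1 −0.57 in 5 of 8 models, ANKRD37 −0.81, LDHA −0.16), with camera adjusted p = 0.000215 and 0.114 with an estimated correlation. Immediate early and dissociation stress genes fell in 4 of 18 (12 over the list alone; EGR1 −0.31 and DUSP1 −0.29 in 5 of 8 models, ATF3 −0.19, JUN −0.16), with camera adjusted p = 6.58e-08 and 0.146 with an estimated correlation. Interferon response genes fell in 3 of 10 (4 over the list alone; IFI6 −0.38, IFI27 −0.24), with camera adjusted p = 0.0289 and 0.236 with an estimated correlation, and mesenchymal markers in 1 of 3 (2 over the list alone; VIM −0.25), with camera adjusted p = 0.0791. Signs of RNA quality moved along: 6 of 13 mitochondrially encoded mRNAs fell (9 over the list alone; MT-ND5 −0.17; camera adjusted p = 2.5e-12, and 0.0917 with an estimated correlation), as did MALAT1 (−0.12) and NEAT1 (−0.18) of 3 nuclear-retained RNAs (camera adjusted p = 0.000155, and 0.0472 with an estimated correlation). With RLE scaling the genes that fell were 1 luminal, 2 basal, 2 hypoxia, 2 immediate early and stress, 2 interferon and 1 mesenchymal gene, 1 mitochondrially encoded mRNA and 1 nuclear-retained RNA, and DESeq2 called 1 luminal gene, 1 mitochondrially encoded mRNA and 0 in the other 6 of these lists. At 5000 UMIs, 11 of 42 S phase genes were higher and 10 of 19 hypoxia genes were lower.

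In the same comparison 0 genes passed edgeR in the lists of proteasome subunits (of 31; 0 over the list alone, 2 at an unadjusted p under 0.05, 0 with DESeq2; median −0.029, camera adjusted p = 0.960), cholesterol synthesis (of 17; 0 over the list alone, 3 unadjusted, 0 with DESeq2; median −0.059, camera adjusted p = 0.677), MHC class I presentation (of 9; 2 lower over the list alone, 2 unadjusted, 0 with DESeq2; median −0.078, camera adjusted p = 0.289) and targets of the 10 drugs (of 9; 0 over the list alone, 2 unadjusted, 0 with DESeq2; median −0.036 and mean −0.071, but an upward direction in camera, adjusted p = 0.923). Of the immune cell and fibroblast markers 1 gene each could be tested (log2 fold changes −0.18 and 0.11), and none of the MHC class II, endothelial, erythroid and adipocyte lists. With RLE scaling the medians of proteasome subunits (0.0056) and drug targets (0.0013) turned above 0, and every other list kept the sign of its median.

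Between PDXs and cell lines, 0 of 14810 genes passed edgeR's test, with 2054 at an unadjusted p under 0.05, while DESeq2 called 625 (327 higher in PDXs, 298 lower). Every one of the 35 splits of the models into 4 and 4 reaches a count of 0 (highest other count 1), which decides nothing. The unadjusted count of 2054 was reached by 1 of 35 splits, the real one (highest other 1262). That is the smallest share that 35 splits allow, for a count chosen after the data were examined, so chance is not excluded. In genes without overlap between the groups, PDXs had higher CPM for the hypoxia-responsive NDRG1 (203 ± 110 against 16.9 ± 15.9, SD, n = 4 each; log2 fold change 3.58, adjusted p = 0.184 from edgeR), VEGFA (1.83, adjusted p = 0.154) and BNIP3 (1.81, adjusted p = 0.129), for DDIT4, an inhibitor of mTOR signaling (729 ± 222 against 80.2 ± 63.5; 3.18, adjusted p = 0.129), for the immediate early genes FOS (2.40, adjusted p = 0.151) and JUN (3.32, adjusted p = 0.173) and for the heat shock gene HSPA1B (4.34, adjusted p = 0.117). Lower were the replication checkpoint gene CLSPN (30.7 ± 12.6 against 130 ± 31.4; −2.09, adjusted p = 0.129), the spindle gene NUSAP1 (−2.05, adjusted p = 0.129), CEP55 (−1.90, adjusted p = 0.181) and the thymidylate synthase gene TYMS (−2.17, adjusted p = 0.242). DESeq2 called all 11, and chance gives no overlap between 4 and 4 models in 2.9% of genes. These 11 are a choice, and other genes also had no overlap. Among them were INSIG1 (2.11, adjusted p = 0.108 from edgeR) and SQLE (2.46, adjusted p = 0.183) of cholesterol synthesis and the luminal keratin KRT18 (−1.97, adjusted p = 0.174). So were the drug targets EGFR (21.4 ± 8.41 against 306 ± 481 CPM, −3.84, adjusted p = 0.219 from edgeR) and FGFR2 (2.45, adjusted p = 0.283). FOS, JUN and HSPA1B belong to the immediate early and dissociation stress list. Preparation of the cells differed between PDXs and cell lines, so its part in these differences cannot be told apart.

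By list, PDX minus cell line medians were −0.92 for PAM50 proliferation genes (5 of 11 lower over the list alone; camera adjusted p = 1.12e-06, and 0.0614 with an estimated correlation), −0.58 for all PAM50 genes (1 of 48 higher and 8 lower over the list alone; 0.0017, and 0.0614 with an estimated correlation), −0.84 for S phase genes (7 of 43 lower over the list alone; 1.23e-09, and 0.119 with an estimated correlation) and −0.90 for G2M phase genes (6 of 54 lower over the list alone; 2.07e-13, and 0.119 with an estimated correlation). They were 0.77 for hypoxia response (5 of 20 higher over the list alone; camera adjusted p = 0.00167, and 0.272 with an estimated correlation) and 1.89 for immediate early and dissociation stress genes (8 of 19 higher and 1 lower over the list alone; 7.64e-10, and 0.174 with an estimated correlation). Medians of karyopherins (−0.39 over 33 genes; camera adjusted p = 0.00962), nucleoporins (−0.41 over 28; 0.00362), proteasome subunits (−0.32 over 31; 0.0365) and MHC class I presentation (−0.83 over 10; 0.00962) lay lower, with 0 genes over the list alone and adjusted p = 0.443, 0.298, 0.506 and 0.506 with an estimated correlation. The other lists did not pass camera, with medians of 0.15 for the PI3K/mTOR pathway (1 of 33 higher over the list alone; adjusted p = 0.244), 0.29 for cholesterol synthesis (2 of 20 higher and 1 lower; 0.244), −0.27 for interferon response (0 of 20; 0.244), −0.90 for basal (0 of 15; 0.346) and 0.43 for luminal epithelial markers (1 of 16 lower; 0.635), 0.22 for mesenchymal markers (1 of 10 higher and 1 lower; 0.635; their mean was −0.15), 0.12 for the drug targets (0 of 14; 0.801; their mean was −0.016), −0.34 for mitochondrially encoded mRNAs (0 of 13; 0.244) and 0.70 for nuclear-retained RNAs (0 of 3; 0.376). In all of these lists 0 genes passed edgeR over all genes. The sign of each median was the same with RLE scaling.

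Markers of other cell types were mostly low. Fibroblast markers summed to 2096 CPM in WHIM30, 11.9 in HCI-001, 56.8 in UCD52 and 4.46 in WHIM2, against 5.19 to 35.2 in the cell lines (median log2 fold change 3.58 over 2 tested genes, camera adjusted p = 0.275). Immune cell markers summed to 4.83 to 20.7 in the PDXs and 8.55 to 93.8 in the cell lines (−2.77 over 2 genes, 1 lower over the list alone, camera adjusted p = 0.123), MHC class II genes 12.0 to 70.9 and 2.03 to 16.6 (1.81 over 2 genes, camera adjusted p = 0.346) and endothelial markers 4.76 to 34.3 and 5.75 to 24.9 (0.36 over 4 genes, 1 higher over the list alone, camera adjusted p = 0.339). Erythroid markers stayed between 0.0652 and 2.17 and adipocyte markers between 0.0275 and 5.75 in all models, too low to be tested.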
